# TGF-β1-Induced Epithelial–Mesenchymal Transition Promotes Monocyte/Macrophage Properties in Breast Cancer Cells

**DOI:** 10.3389/fonc.2015.00003

**Published:** 2015-01-26

**Authors:** Joel Johansson, Vedrana Tabor, Anna Wikell, Sirpa Jalkanen, Jonas Fuxe

**Keywords:** epithelial–mesenchymal transition, breast cancer, immune cells, monocytes, macrophages, gene expression profiling, properties

## Abstract

Breast cancer progression toward metastatic disease is linked to re-activation of epithelial–mesenchymal transition (EMT), a latent developmental process. Breast cancer cells undergoing EMT lose epithelial characteristics and gain the capacity to invade the surrounding tissue and migrate away from the primary tumor. However, less is known about the possible role of EMT in providing cancer cells with properties that allow them to traffic to distant sites. Given the fact that pro-metastatic cancer cells share a unique capacity with immune cells to traffic in-and-out of blood and lymphatic vessels we hypothesized that tumor cells undergoing EMT may acquire properties of immune cells. To study this, we performed gene-profiling analysis of mouse mammary EpRas tumor cells that had been allowed to adopt an EMT program after long-term treatment with TGF-β1 for 2 weeks. As expected, EMT cells acquired traits of mesenchymal cell differentiation and migration. However, in addition, we found another cluster of induced genes, which was specifically enriched in monocyte-derived macrophages, mast cells, and myeloid dendritic cells, but less in other types of immune cells. Further studies revealed that this monocyte/macrophage gene cluster was enriched in human breast cancer cell lines displaying an EMT or a Basal B profile, and in human breast tumors with EMT and undifferentiated (ER−/PR−) characteristics. The results identify an EMT-induced monocyte/macrophage gene cluster, which may play a role in breast cancer cell dissemination and metastasis.

## Introduction

Metastasis is a complex multistep process whereby pro-metastatic cancer cells manage to break through cellular and molecular barriers and adapt to foreign microenvironments as they traffic to, and colonize distant organs (1, 2). The journey starts at primary tumor sites, where cancer cells invading through the basement membrane and into the surrounding tissue may migrate away from the primary tumor. For further trafficking and completion of the metastatic process, they need to intravasate into blood and lymphatic vessels, and stay alive in the circulation. Finally, they need to extravasate from vessels and propagate at distant sites. Based on both clinical observations and experimental data, it appears that only a minor fraction of cancer cells actually display all these pro-metastatic capabilities (1–4). Yet, it is not clear what these properties are, or how they are induced and maintained throughout the metastatic journey.

Epithelial–mesenchymal transition is considered to play an important role in the initial parts of the metastatic cascade – providing cancer cells with invasive, migratory, and cancer stem cell properties (5–7). Epithelial–mesenchymal transition (EMT) is a plastic process, and migratory cancer cells may cycle between epithelial and mesenchymal states (8, 9). Yet, less is known about the role of EMT in regulating trafficking of tumor cells in-and-out of blood and lymphatic vessels. The term “mesenchymal” is a rather unspecific definition. Although it may adequately describe the elongated, fibroblast-like morphology, and the invasive and migratory properties of EMT cells, it may not be sufficient to fully describe the properties of pro-metastatic EMT cells capable of disseminating through vessels and tissues. Clearly, fibroblasts and other type of normal mesenchymal cells do not migrate similar to metastatic cancer cells. Instead, the only cells that actually do traffic in our bodies similar to metastatic cancer cells are immune cells. In fact, immune cells are highly specialized in migrating through vessels and various tissue compartments as they migrate to different sites during inflammation.

Recently, it has been reported that circulating tumor cells (CTCs) in breast cancer patients may display epithelial, or mesenchymal/EMT properties, or a combination of both (10). Interestingly, the presence of CTCs with EMT properties was associated with worse prognosis. This suggests that migratory tumor cells that are capable of maintaining their EMT phenotype, not only within the primary tumor and its surroundings, but also as they migrate further and eventually reach the circulation, may represent a pool of pro-metastatic tumor cells.

We hypothesized that breast cancer cells not only being able to undergo EMT, but to sustain an EMT program, might develop properties that may be used at later steps of the metastatic process. In particular, we were interested to determine whether such EMT cells would acquire immune cell properties, which might be used for trafficking through the vasculature and dissemination to distant sites. To begin to address this, we performed gene expression profiling of mammary tumor EpRas cells that had been allowed to adopt an EMT program after long-term treatment with transforming growth factor beta 1 (TGF-β1) for 2 weeks. TGF-β1 is an inflammatory cytokine and a potent inducer of EMT (11). We found that long-term EMT cells indeed display properties of mesenchymal cells (fibroblasts). However, in addition, we identified a cluster of EMT-induced genes enriched in monocyte-derived immune cells including macrophages, mast cells, and myeloid dendritic cells (DCs). This cluster was enriched in human breast cancer cell lines classified as Basal B cells, and in human breast tumors negative for estrogen and progesterone receptors. It will be of interest for further studies to determine the role of genes within this cluster in breast cancer metastasis.

## Materials and Methods

### Cell culture

Mouse mammary EpRas tumor cells were a kind gift from the laboratory of H. Beug (Wien, Austria) and were generated through stable overexpression of the Ha-Ras oncogene in mouse mammary EpH4 epithelial cells (12). EpRas cells were cultured as adherent epithelial cells in DMEM/F12 medium supplemented with 10% fetal calf serum (FCS), 1% penicillin/streptomycin, and 1% l-glutamine. Cells were treated with 5 ng/ml recombinant human TGF-β1 (Peprotech Nordic, Stockholm, Sweden) for 48 h, or 2 ng/ml for 7 or 14 days (long-term). During treatment for 7 and 14 days cells were split every 3 days and new TGF-β1 was added in new DMEM/F12 medium supplemented with 10% FCS, 1% penicillin/streptomycin, and 1% l-glutamine. Cells were culture in a humidified incubator (37°C, 5% CO_2_). For gene expression analysis by microarray and q-PCR, 5 × 10^5^ cells of treated and non-treated cells were seeded in six-well plates 48 h prior to cells lysis.

### Immunofluorescence analysis

Cells grown on coverslips were fixed in absolute ethanol for 20 min. Samples were blocked in incubation buffer (5% normal goat serum and 0.1% BSA in PBS) for 1 h at room temperature. Primary antibody was diluted in 0.1% BSA/PBS and incubated 1 h at room temperature. The following primary antibodies and dilutions were used: mouse anti-E-cadherin (1:1000; clone 36, BD Biosciences, Stockholm, Sweden) and vimentin (1:1000; clone VI-10, Abcam, Cambridge, UK). Cells were washed five times in PBS/BSA and further incubated with secondary antibodies (1:1000 dilution) for 30 min and mounted in vectashield mounting media supplemented with DAPI (Vector Laboratories Ltd, Peterborough, UK). Immunoflouresent staining was assessed using a Nikon Eclipse microscope equipped for immunofluorescence.

### Gene expression analysis (Q-PCR)

Total RNA was extracted using an RNeasy mini kit (Qiagen, Valencia, CA, USA) according to manufacturer’s instructions. An amount of 2 μg of total RNA per sample was used for first-strand cDNA synthesis using the iScript cDNA synthesis kit (BioRad, Solna, Sweden). For q-PCR analysis, 5 ng of cDNA was used for PCR amplification by KAPA SYBR fast q-PCR kit (Kapa Biosystems, Wilmington, MA, USA) with validated QuantiTect primers (Qiagen). The following genes were analyzed: *Cdh1* (primer: QT00121163), *Ocln* (primer: QT00111055), *Cdh5* (primer: QT00110467), *Snai1* (primer: QT00240940), *Snai2* (primer: QT00098273), *Zeb1* (primer: QT00105385), *Zeb2* (primer: QT00148995), and *Twist1* (primer: QT00097223). The PCR was carried out as follows: 3 min at 95°C followed by 35 cycles of 3 s at 95°C, 20 s at 55°C, and 2 s extension step at 72°C in RotorGene RG-3000A PCR system.

### Western blot

Cells were lysed in RIPA buffer [50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS supplemented with protease inhibitors (Complete, Roche, Basel, Switzerland)]. Further, samples were boiled in Laemmli sample buffer (BioRad), separated by SDS–PAGE under reducing conditions, and transferred to a nitrocellulose membrane using the iBlot (Invitrogen, Carlsbad, CA, USA) dry transfer. The membrane was blocked using Blocking reagent (Roche) for 1 h and then incubated with primary antibodies over night at 4°C. Following antibodies were used: rabbit-α-LSP1 (1:500, HPA019693, Atlas, Stockholm), chicken-α Cotl1 (1:500) (13), rabbit-α-Dock8 (1:500, HPA003218, Atlas, Stockholm), and rabbit-α-Calnexin (1:1000) (14). Further secondary antibodies, α-mouse and α-rabbit Horseradish peroxidase IgG (1:8000, #7074, Cell Signaling Technology, Danvers, MA, USA), were incubated for 1 h at room temperature. All antibodies were diluted in blocking reagent (Roche). Immunoreactive bands were visualized by chemiluminescence (Roche) and developed using a LAS1000 system (Fuji Photo Film Co.).

### Microarray analysis

Microarray analysis was performed at the core facility for Bioinformatics and Expression Analysis (BEA) at the Karolinska Institutet. Total RNA was prepared from triplicate samples of EpRas cells that were either left untreated, or treated for long-term (14 days) with 2 ng/ml of TGFβ1 (Peprotech), and purified using RNeasy Mini Kit (Qiagen), supplemented with RNase-Free DNase (Qiagen). One hundred fifty nanogram of total RNA per sample was used to synthesize cDNA using a cDNA synthesis kit (Ambion/Life Technologies, Stockholm, Sweden). A GeneChip Sense Target Labeling kit (Affymetrix) was used to fragment and biotin label single stranded cDNA, which was probed on a MoGene-1_1-st-v1 array (Affymetrix) using an Affymterix Gene Titan instrument. Data were analyzed using the Robust Multi-array Average (RMA) algorithm. Gene expression data presented in this manuscript have been deposited to the Gene Expression Omnibus (GEO) database (Accession number: GSE59922).

### Cluster analysis of genes regulated during long-term induced EMT

Cluster analysis of genes upregulated or downregulated more than 1.5-fold was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID)^1^, which is based on functional annotation of genes. Clusters with a *P* ≤ 0.05 were considered as significantly enriched.

### Meta-analysis of the expression of long-term induced EMT genes in immune cells

All 515 genes significantly upregulated by >1.5-fold in long-term EMT cells were analyzed for their degree of expression in fibroblasts (NIH3T3 and mouse embryonic fibroblasts) and different types of immune cells using the BioGPS database^2^. Gene expression was defined as “enriched” if the level in a certain cell type was higher than the average level for all 96 human tissues and cell lines included in the database. The following type of immune cells were included: Dendritic plasmacytoid (B220+), DCs lymphoid (CD8α+), DCs myeloid (CD8α−), Macrophage bone marrow, Macrophage (peri LPS thio 0 h), Mast cells, Granulocytes (Mac1+/Gr1+), NK cells, T cells FoxP3+, B cells GL7 positive Alum, B cells GL7 positive KLH, B cells (GL7 negative KLH), B cells (GL7 negative Alum), B cells marginal zone, T cells (CD4+), and T cells (CD8+).

One hundred twenty-three genes were found to be enriched in myeloid DCs, Macrophages, Mast cells, and Granulocytes, but not in fibroblasts, and were clustered into a monocyte/macrophage group, which was further analyzed.

### Meta-analysis of the expression of long-term induced EMT genes in human breast cancer cell lines

The 123 genes induced in long-term EMT cells and enriched in the monocyte/macrophage gene cluster were analyzed for their expression in datasets from 51 human breast cancer cell lines available from the European Bioinformatics Institute at the European Molecular Biology Laboratory (EMBL-EBI)^3^. The E-GEOD-41313 51 database, which contains microarray profiles (Affymetrix HT HG-U133+ PM Array Plate) of 51 human breast cancer cell lines, was used.

First, all tumor cell lines in the database were analyzed for the expression of EMT markers. The ratio between the average expression values of the mesenchymal markers *TWIST*, *SNAIL1*, and *VIM*, and the epithelial markers *OCLN*, *CLDN3*, and *CDH1*, was calculated for the 51 cell lines. Cell lines with a mesenchymal/epithelial ratio higher than 1.1 were defined as tumors displaying EMT characteristics. The average expression of the monocyte/macrophage gene cluster was compared between the EMT and non-EMT groups of cell lines. The expression value for each gene was normalized to the average expression of that gene in all samples. Statistical differences with *P* ≤ 0.05 were defined as significant.

Second, 38 of the human breast cancer cell lines were grouped into Luminal, Basal A, and Basal B cells, according to a previous classification (15). The average expression of the monocyte/macrophage gene cluster was compared between the different classes of cell lines and *P* ≤ 0.05 was considered as a significant difference.

### Meta-analysis of the expression of long-term induced EMT genes in human breast tumors

Genes within the monocyte/macrophage gene cluster were analyzed for their expression in a database (E-GEOD-36771) of microarray datasets (Affymetrix GeneChip Human Genome U133 Plus 2.0) from 107 human breast tumors (EMBL-EBI).

First, the average expression of genes in the monocyte/macrophage cluster was calculated for each tumor sample. Second, the average values were compared to ER/PR status, and the expression of EMT markers (using the same strategy as described for the tumor cell lines). *P* ≤ 0.05 was considered as a significant difference.

### Statistical analysis

Data represent means ± SEM with three independent experiments in triplicate. Statistical analyses were determined by using Student’s *t* test. *P* < 0.05 was considered as significant difference between the groups. In experiments with multiple groups, Bonferroni’s test for multiple comparisons was used, and *P* ≤ 0.05 was considered as significant.

## Results

### Long-term induction of EMT

Mouse mammary EpRas tumor cells were treated with 5 ng/ml of TGF-β1 for 48 h, or with 2 ng/ml for 7 days or 14 days (long-term) to study the effect on the commonly used EMT markers E-cadherin and vimentin. Immunoblotting analysis showed slight reduction in E-cadherin levels and increased expression of vimentin in EpRas cells that had been treated with TGF-β1 for 48 h, compared to non-treated cells (Figure 1A). After 7 and 14 days of TGF-β1 treatment, changes in E-cadherin and vimentin levels were more pronounced (Figure 1B; Figure S1 in Supplementary Material). After 14 days, E-cadherin was no longer detected in TGF-β1 treated cells. Microscopic analysis demonstrated that these cells had adopted an elongated, spindle-like shaped morphology, a characteristic feature of EMT (Figure 1C). Furthermore, immunofluorescence staining showed that E-cadherin was absent at cell–cell junctions while vimentin was localized in the cytoplasm in these long-term treated cells. Together, these results indicated that EpRas cells that had been treated with TGF-β1 for 48 h were in the induction phase of EMT and thus, displayed both epithelial and mesenchymal properties. In contrast, EpRas cells that had been treated with TGF-β1 for 14 days had lost epithelial features indicating that they had been reprogramed into mesenchymal-like cells. Based on these results, we decided to focus on profiling long-term EMT cells to identify their properties, based on gene expression.

**Figure 1:**
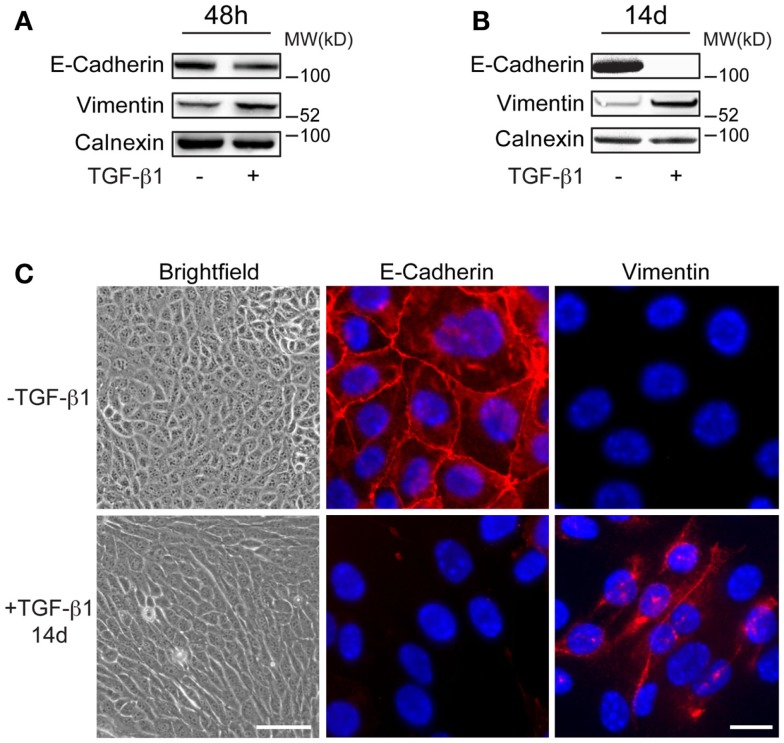
**Characteristics of long-term EMT cells**. **(A,B)** Western blot analysis showing more prominent changes in E-cadherin and vimentin expression in EpRas tumor cells after 14 days **(B)** compared to 48 h **(A)** of TGF-β1 exposure. Calnexin was used as a internal loading control. **(C)** Brightfield and immunofluorescence images showing that EpRas cells exposed to TGF-β1 for 14 days acquire characteristic features of EMT including an elongated, fibroblast-like morphology (left panels), loss of E-cadherin at cell–cell junctions (middle panels), and cytoplasmic staining of vimentin (right panels). Scale bars: 20 μm (left panels); 5 μm (middle and right panels).

### Long-term EMT cells display mesenchymal properties

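EpRas cells are EpH4 mouse mammary epithelial cells made to overexpress Ha-Ras. Microarray profiling compared 3 samples of untreated EpRas cells (control) with 3 samples of EpRas cells kept in 2 ng/ml of TGF-β1 for 14 days (long-term EMT). RNA from each sample, 150 ng, was labelled with biotin and hybridized to its own Affymetrix MoGene-1_1-st-v1 array. The authors processed the arrays with the RMA algorithm, and the deposited values are log2 values for 35556 probe sets, given with 2 decimals. The lower quartiles of the arrays lay between 4.01 and 4.06 and the upper quartiles between 8.46 and 8.49, and all values lay between 1.99 and 14.03. Control and long-term EMT cells were compared on these values with limma, with Benjamini-Hochberg adjustment over all 35556 probe sets. A probe set passed the test at an adjusted p under 0.05 and a fold above 1.5. A gene with several probe sets was read from the one with the highest mean, and a probe set with several gene symbols named no gene. The level at which a gene not used by mammary cells lies was taken as 4.48, the 95th percentile of the mean log2 values of 1006 olfactory receptor probe sets (the background level). The samples are called triplicates. For its data in general, the paper's statistics section states 3 independent experiments in triplicate, without saying whether this covers the arrays, so the p-values measure the spread between these samples, which can be technical. Their number limits the precision. Control replicate 1 stood apart. Its values correlated with those of control replicates 2 and 3 at r = 0.987 and 0.984 across probe sets, which are not independent replicates, against 0.995 between control replicates 2 and 3. Control replicates 2 and 3 correlated with the long-term EMT arrays at 0.987 to 0.989, about as much as with control replicate 1, and control replicate 1 did so at 0.975 to 0.979. In it, 777 probe sets were more than 1 log2 unit higher and 577 more than 1 log2 unit lower than the mean of the other controls.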

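Long-term EMT cells had 353 probe sets with higher and 330 with lower expression than control cells. The deepest fall by value was that of *Rab25*, a small GTPase of epithelial membrane traffic, which was 58.4-fold lower (log2 fold change -5.87, standard error 0.22, adjusted p = 0.000806 from limma, n = 3 per group). *Mal2*, another gene of apical membrane traffic, fell by 5.49 on the log2 scale (standard error 0.52) to 3.97, below the background level, so that its fall is a lower bound and its rank is open. Without control replicate 1 it fell by 4.86. *Esrp1*, which sets epithelial splicing, fell by 5.38 (standard error 0.22). The largest rises were those of *Klhl30*, 15.5-fold, and *Srpx2*, 15.2-fold, with log2 fold changes of 3.95 (standard error 0.23) and 3.93 (standard error 0.13). *Rgs16*, a regulator of G protein signaling, rose by 3.70 (standard error 0.16). The median fold was 2.07 among the higher and 2.71 among the lower probe sets, and 43 higher and 101 lower ones changed more than 4-fold. In all 353 and all 330, the 3 long-term EMT arrays lay beyond the 3 control arrays. Over the whole array the groups were apart in this way for 6823 probe sets, or 19.2%, where chance gives 10%. Of the probe sets that passed, 290 higher and 290 lower ones have 1 gene symbol. The counts depended on single arrays. They were 472 higher and 482 lower without control replicate 1, 109 and 115 without control replicate 2, 237 and 320 without control replicate 3, and 162 and 150, 107 and 98, and 135 and 113 without long-term EMT replicates 1, 2 and 3, and 91 higher and 81 lower probe sets passed whichever array was left out.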

Microarray-based gene expression profiling of triplicate samples revealed that 515 genes were significantly upregulated, and 463 genes downregulated by more than 1.5-fold in long-term EMT cells compared to control cells (Figure 2A). The whole array set can be accessed at GEO database (Accession number: GSE59922). The 100 most upregulated and downregulated genes are displayed in Tables S1 and S2 in Supplementary Material). 

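Other large rises were those of *Lce1h*, a gene of the cornified cell envelope, by 3.82 on the log2 scale (standard error 0.67, adjusted p = 0.0484 from limma), and of *Csn3*, the milk protein κ-casein, by 3.52 (standard error 0.59, adjusted p = 0.0416). *Tmprss11f*, a membrane serine protease, rose by 3.32 (standard error 0.24, adjusted p = 0.00307). Among the other large falls, *Serpinb5* (maspin) fell by 5.06 on the log2 scale (standard error 0.25, adjusted p = 0.0014) and *Lbp*, which binds lipopolysaccharide, fell by 4.61 (standard error 0.56, adjusted p = 0.0149). *Inmt* fell by 4.51, *Nipal2* by 4.22, *Mal* by 4.21 and the potassium channel gene *Kcnk1* by 4.17. *Serpinb5*, *Inmt* and *Nipal2* ended below the background level, at 3.90, 4.22 and 4.11, and *Tmprss11f* started below it, at 4.08, so that these changes are lower bounds. Without control replicate 1 the log2 fold change was 3.07 for *Lce1h*, 4.14 for *Csn3* and -3.70 for *Inmt*, and without control replicate 3 it was 4.52, 2.88 and -5.22. *Lce1h* and *Csn3* each passed in 2 of the 6 fits that left out 1 array, and so did *Lbp* and *Inmt*, while *Tmprss11f*, *Serpinb5*, *Nipal2*, *Mal* and *Kcnk1* passed in all 6. Of the 100 entries in Table S1, 90 were matched to a probe set by symbol or accession. Of the 100 in Table S2, 95 were, and some genes have several entries. The folds of both tables were compared with the ratio of the group means of the values taken out of the log2 scale. For a gene with several probe sets the one nearest to the paper's fold was taken, while 86 and 85 matched entries have 1 probe set. This ratio lay within 1% of the paper's fold for all 90 matched entries of Table S1 and 94 of 95 of Table S2. For *Klhl30* it was 15.96, and the paper's reported fold is 15.9588. Folds taken from the log2 means lay within 1% of the paper's for 30 and 17 entries. With the limma test, 76 of the 90 entries and 93 of the 95 passed.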

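*Cdh1*, the adhesion protein of epithelial junctions, went from a mean log2 value of 9.57 ± 0.62 (SD, n = 3) in control cells to 4.48 ± 0.26 (SD, n = 3) in long-term EMT cells, the background level of the array. This is a log2 fold change of -5.09 (standard error 0.31, adjusted p = 0.00195 from limma). The tight junction gene *Ocln* went from 7.06 ± 0.55 (SD, n = 3) to 3.87 ± 0.17 (SD, n = 3), below the background level, so that both falls are lower bounds. *Epcam* and *Cldn7* fell by 3.85 (standard error 0.40) and 3.81 (standard error 0.29) on the log2 scale. Falls of *Id1*, an inhibitor of differentiation (2.55, standard error 0.19), and of *Krt7*, a simple epithelial keratin (2.11, standard error 0.12), followed. Of 11 epithelial genes that the paper names as lower, 10 fell, and all 11 did when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. The 11th was *Cav2*, with a log2 fold change of -0.59 (standard error 0.11, adjusted p = 0.0627). The falls of *Esr1*, *Gata3*, *Cadm1* and *Dsp* were smaller, between 0.87 and 1.16, and the second probe set of *Dsp* did not pass (-0.44, adjusted p = 0.367). Of 27 measured genes of epithelial junctions in a list fixed beforehand, 10 fell, 1 rose (*Pkp2*) and 16 did not pass (15 fell and 1 rose when adjusted over the list alone). Of 22 epithelial regulators and genes of the membrane serine protease network, 10 fell, among them *St14* (matriptase) by 3.97 and *Grhl2* by 3.15, and 12 did not pass (15 fell when adjusted over the list alone). Both lists lay lower than other genes by camera, with adjusted p = 6.67e-12 and 9.14e-19, and adjusted p = 0.229 and 0.13 with an estimated correlation, which were 0.0303 and 0.0297 without control replicate 1. Of 14 keratins, 2 fell (*Krt7* and *Krt14*) and 12 did not pass (camera adjusted p = 0.438), with a mean log2 fold change of -0.16 and a median of 0.08. In control replicate 1 the junction genes lay a median of 0.66 and the regulators 0.82 above the other controls. *Cdh1*, *Cldn7*, *Id1*, *Krt7* and *Ocln* passed whichever array was left out, and *Esr1*, *Gata3* and *Cadm1* passed in 2, *Epcam* in 3 and *Dsp* in 0 of those 6 fits.

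**Figure D1:**
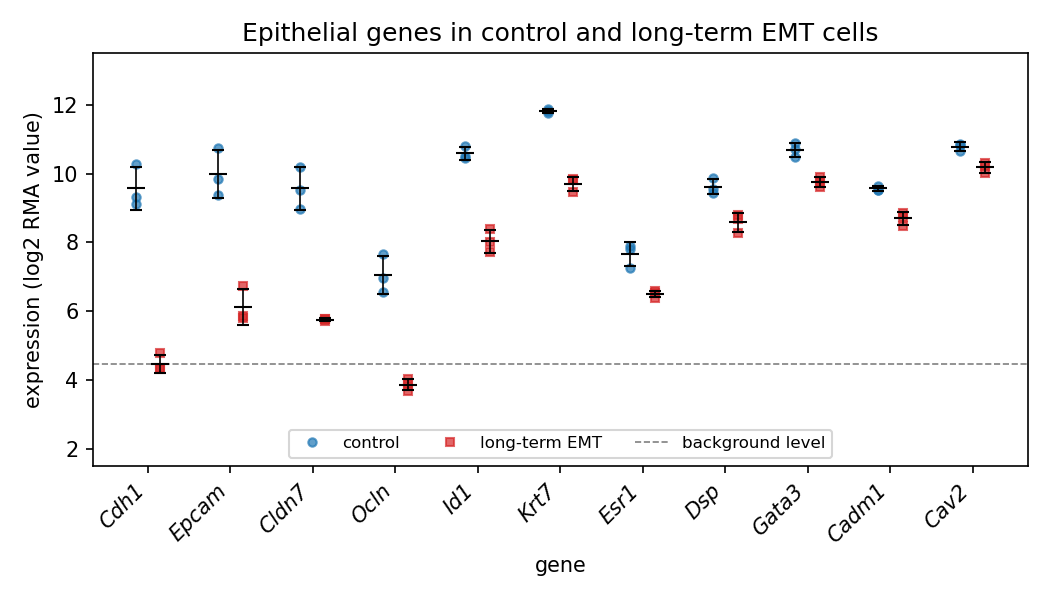
Expression of the 11 epithelial genes on each array, as log2 RMA values, in control cells (circles, n = 3) and long-term EMT cells (squares, n = 3), with the mean and SD of each group (black) and the background level of 4.48 (dashed line). *Cdh1* and *Ocln* reach the dashed line in long-term EMT cells, and for each gene the groups do not overlap.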

As expected, epithelial genes known to be inactivated during EMT in breast cancer cells, such as *Cdh1* (E-cadherin), *Ocln* (Occludin), *Epcam*, *Cldn7* (Claudin 7), *Id1*, *Krt7*, *Esr1*, *Cav2*, *Dsp*, *Gata3*, and *Cadm1* were among the downregulated genes. Reciprocally, known EMT-related genes, such as *Tnc*, *Mmp9*, *Jag1*, *Itgb3*, *Cdh5*, *Sema7a*, *Ctsw*, and *Itg5* were among the genes significantly upregulated in long-term EMT cells. 

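In long-term EMT cells *Itgb3*, an integrin subunit, was 7.62-fold higher (log2 fold change 2.93, standard error 0.30, adjusted p = 0.00838 from limma, n = 3 per group). *Sema7a*, a membrane-anchored semaphorin, rose by 2.70 on the log2 scale (standard error 0.33, adjusted p = 0.0146), *Ctsw* by 2.65 (standard error 0.25, adjusted p = 0.00714) and *Cdh5*, the cadherin of endothelial cells, by 2.49 (standard error 0.34, adjusted p = 0.0232). *Ret* was added to the EMT-related genes that the paper names as higher. The paper's Discussion gives *Ret* as upregulated and as promoting breast cancer metastasis, not as EMT-related. All 9 genes of this list rose, also when adjusted over the list alone. The study chose these genes on the same samples, so neither their count nor the camera result of the list is independent evidence of the direction. The list lay higher than other genes by camera (adjusted p = 2.32e-15, and adjusted p = 0.0478 with an estimated correlation). Of 24 measured general mesenchymal markers in a list fixed beforehand, 3 rose (*Tnc*, *Itga5* and *Sparc*), *S100a4* fell by 0.68 (standard error 0.10, adjusted p = 0.0264) and 20 did not pass (4 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.395). The log2 fold change was 0.10 (standard error 0.07, adjusted p = 0.653) for vimentin (*Vim*), 0.17 (standard error 0.09, adjusted p = 0.516) for fibronectin (*Fn1*) and 0.46 (standard error 0.22, adjusted p = 0.46) for N-cadherin (*Cdh2*). These are RNA values. The paper reports a rise of vimentin protein by western blot after 14 days, which the arrays do not test. Of 12 fibrillar and associated collagens, *Col5a3* rose by 0.64, *Col6a1* fell by 2.75 and 10 did not pass (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.438 toward higher, mean -0.12, median 0.06). When 1 array at a time was left out, *Tnc*, *Jag1*, *Ret* and *Itga5* passed in all 6 fits, *Ctsw* in 5, *Itgb3* in 4, *Sema7a* and *Cdh5* in 2 and *Mmp9* and *S100a4* in 1, and *Sparc* in 0. Of the collagens, *Col6a1* passed in 3 and *Col5a3* in 1 of these fits.

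**Figure D2:**
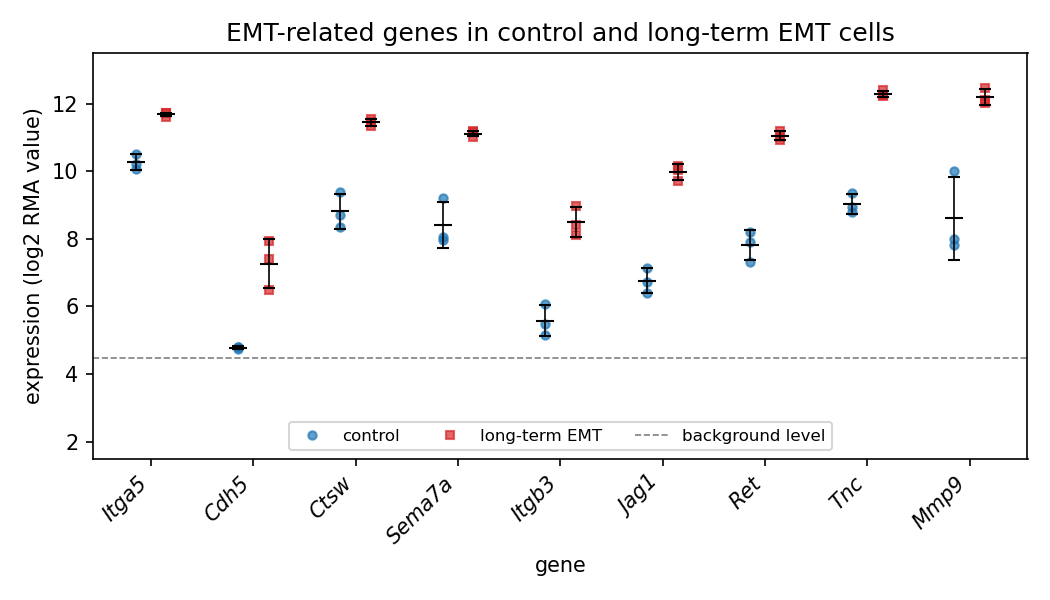
Expression of 9 genes on each array, as log2 RMA values, the EMT-related genes that the paper names as higher and *Ret*. Control cells are circles (n = 3) and long-term EMT cells are squares (n = 3). The mean and SD of each group are black, and the dashed line is the background level of 4.48. The 3 long-term EMT arrays lie above the 3 control arrays for each of the 9 genes.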

Changes in the expression of several of these genes were validated by q-PCR (Figure S2A in Supplementary Material).

**Figure 2:**
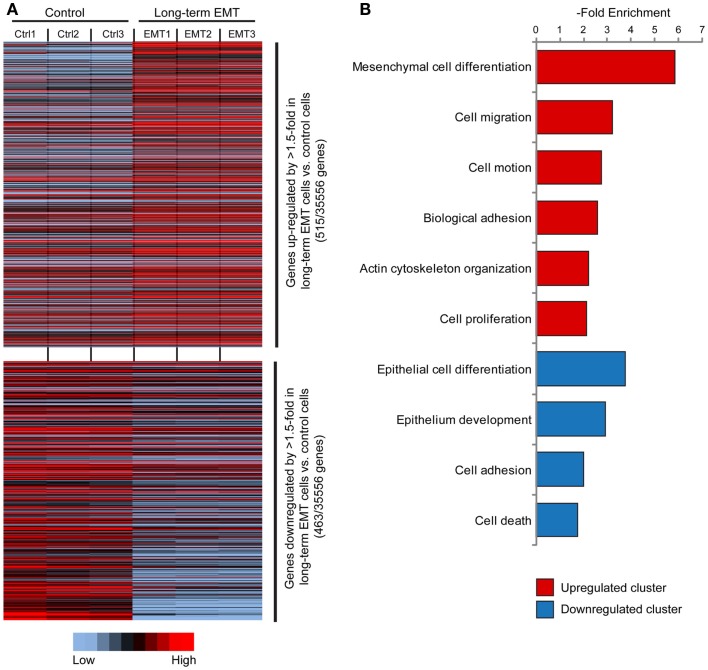
**Gene expression profiling of long-term EMT cells**. **(A)** Heat map showing genes significantly (*P* ≤ 0.05) upregulated (515 genes, upper part) or downregulated (463 genes, lower part) by >1.5-fold in long-term EMT vs. control EpRas cells. **(B)** Results from cluster analysis of genes significantly upregulated or downregulated in long-term EMT cells.

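*Zeb2*, which represses E-cadherin, rose from a mean log2 value of 8.07 ± 0.27 (SD, n = 3) in control cells to 9.41 ± 0.05 (SD, n = 3) in long-term EMT cells, a 2.53-fold difference (log2 fold change 1.34, standard error 0.14, adjusted p = 0.00938 from limma). Its relative *Zeb1* rose 1.67-fold, from 9.13 ± 0.21 (SD, n = 3) to 9.87 ± 0.02 (SD, n = 3), with a log2 fold change of 0.74 (standard error 0.12, adjusted p = 0.0363). Both genes lay well above the background level in control cells as well. Each passed in 2 of the 6 fits that left out 1 array.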

Interestingly, *Zeb1* and *Zeb2* were the only known EMT-inducing transcription factors that were upregulated in long-term EMT cells. In contrast, none of the master regulators of EMT – *Snai1*, *Snai2*, and *Twist1*, nor the EMT promoting factors *Tcf3/4*, *Lef1*, *Foxc2*, and *Ets1* were upregulated. In addition, the expression of known epigenetic regulators of EMT including *Hdac* factors (*Hdac1-6*) and *Mcm* factors (*Mcm 2-7*) was unchanged in long-term EMT cells. 

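Of the 10 EMT transcription factors that the paper names, 8 did not pass the test in long-term EMT cells, and the same 2 rose when adjusted over the list alone. *Snai1* had a log2 fold change of 0.24 (standard error 0.09, adjusted p = 0.328 from limma), and its 3 long-term EMT arrays lay above the 3 control arrays. *Snai2* had one of -0.02 (standard error 0.34, adjusted p = 0.991), and *Twist1* one of -0.34 (standard error 0.08, adjusted p = 0.12). For *Twist1* the 3 long-term EMT arrays lay below the 3 control arrays. For *Tcf3*, *Tcf4*, *Lef1* and *Ets1* the log2 fold changes were 0.14, -0.04, 0.11 and -0.10. *Foxc2*, at a mean log2 value of 4.05 in control and 4.14 in long-term EMT cells, lay below the background level in both groups. *Snai1* and *Tcf3* were well expressed, at control means of 10.8 and 9.81. The 10 genes together did not lie higher than other genes (camera adjusted p = 0.124).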

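None of the 12 histone deacetylase and minichromosome maintenance genes passed the test in long-term EMT cells, also when adjusted over the list alone, and none reached a fold of 1.5, so that at an unadjusted p under 0.05 with a fold above 1.5 the count was also 0 of 12 with limma and with the t-test on log2 values. The largest rise by value was that of *Hdac2*, with a log2 fold change of 0.23 (standard error 0.09, adjusted p = 0.36 from limma). The lowest value was that of *Mcm5*, a subunit of the replicative helicase, at -0.25 (standard error 0.15, adjusted p = 0.57). *Hdac1* and *Hdac3* had log2 fold changes of 0.01 and 0.01, at control means of 11.2 and 11.7. *Hdac5* varied between control samples, with values of 9.17, 8.70 and 7.90. All 12 genes lay above the background level, and as a list they did not lie lower than other genes (camera adjusted p = 0.298). The precision for these genes was a standard error between 0.08 and 0.32 on the log2 scale, so small changes cannot be ruled out.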

Expression of *Snai1*, *Snai2*, and *Twist1* instead appeared to peak at earlier time points as assessed by q-PCR analysis of EpRas cells treated for 48 h or 7 days with TGF-β1 (Figure S2B in Supplementary Material).

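Of the genes that Table S3 lists under mesenchymal cell differentiation, 6 were measured and 5 rose, led by the receptor tyrosine kinase gene *Ret* and by *Edn1* (endothelin 1), which rose by 1.96 on the log2 scale (standard error 0.20, adjusted p = 0.00806 from limma). Under cell migration 14 of 18 rose and 4 did not pass. They include *Gab2*, *Fcer1g* and the chemokine gene *Cxcl12*, which rose by 2.10 (standard error 0.37, adjusted p = 0.0484). *Tgfb2* rose by 1.41, *Hbegf* by 1.23 and *Pdgfb* by 1.01, while *Vegfa* did not pass (log2 fold change 0.97, adjusted p = 0.113). Under cell motion 16 of 23 rose and 7 did not pass, with *Bmp7* rising by 1.29 (standard error 0.13). Under biological adhesion 25 of 33 rose, under positive regulation of cell proliferation 6 of 11, and under cytoskeleton organization 10 of 16, among them *Dbn1* (drebrin) by 1.64 and *Cavin4* by 1.01. Of the last list, *Tsr2* did not differ by value, with a log2 fold change of -0.01 (adjusted p = 0.995). Adjusted over the list alone, 6 of 6, 16 of 18, 21 of 23, 33 of 33, 11 of 11 and 14 of 16 genes of these 6 lists rose. The study chose the lists on these samples, so neither these counts nor the camera results of the lists are independent evidence of the direction. The lists lay higher than other genes by camera, with adjusted p between 5.14e-09 and 1.62e-34, and with adjusted p between 0.0142 and 0.0469 with an estimated correlation. Whichever array was left out, 2, 5, 6, 9, 1 and 1 genes of the 6 lists passed. *Ret*, *Edn1*, *Gab2*, *Fcer1g* and *Bmp7* passed in all 6 fits that left out 1 array. *Cavin4* passed in 4 of them, *Pdgfb* in 3, *Cxcl12*, *Tgfb2* and *Dbn1* in 2 and *Hbegf* in 1.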

Cluster analysis showed that the induced genes were associated with mesenchymal cell differentiation, cell migration, and motility (Figure 2B; Table S3 in Supplementary Material). In addition, genes encoding proteins involved in non-epithelial cell–cell adhesion including various integrins (*Itga2*, *Itga5*, *Itga7*, and *Itgb3*) and cadherins (*Cdh5*, *Cdh10*, and *Cdh17*), as well as other cell adhesion molecules, such as *Ncam1*, *Alcam*, and *Mcam*, were induced. 

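*Cdh10*, a cadherin otherwise known from neurons, was 8.26-fold higher in long-term EMT cells (log2 fold change 3.05, standard error 0.17, adjusted p = 0.00159 from limma, n = 3 per group). *Cdh17* rose by 1.53 on the log2 scale (standard error 0.25, adjusted p = 0.0371). Among integrin subunits *Itga2* rose by 2.07 (standard error 0.30, adjusted p = 0.0272), *Itga5* by 1.41 (standard error 0.13, adjusted p = 0.00596) and *Itga7* by 1.16 (standard error 0.14, adjusted p = 0.0163). *Mcam* rose by 1.44 (standard error 0.23) and *Ncam1* by 1.22 (standard error 0.14), both members of the immunoglobulin superfamily. *Alcam* had a log2 fold change of 2.03 but a standard error of 0.48 (adjusted p = 0.113), with control values of 9.40, 8.25 and 7.35. Without control replicate 1 it passed (log2 fold change 2.56, adjusted p = 0.00975, in a range of 0.00975 to 0.324 over the alternatives). Of the 10 adhesion genes that the paper names, 9 rose, and all 10 when adjusted over the list alone, which the study chose on these samples and which is therefore not independent evidence. In a list of 19 integrin subunits fixed beforehand, 4 rose, *Itgb6*, the epithelial subunit, fell by 2.88 (standard error 0.17, adjusted p = 0.00191) to 4.09, below the background level, which makes this fall a lower bound, and 14 did not pass (4 higher and 3 lower when adjusted over the list alone). The integrins as a list were not shifted (camera adjusted p = 0.96 toward lower, mean 0.07, median -0.09). *Cdh10* and *Itga5* passed whichever array was left out, *Ncam1* in 4 of the 6 fits, *Itga7* in 2, and *Itga2*, *Cdh17* and *Mcam* in 1.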

As expected, downregulated genes were linked to epithelial differentiation or development, and cell adhesion. 

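Among the lower genes of Table S3, *Ppl* (periplakin, a desmosome-associated protein) fell by 3.83 on the log2 scale (standard error 0.27, adjusted p = 0.00274 from limma) and the keratin *Krt14* of basal epithelial cells by 2.22 (standard error 0.27, adjusted p = 0.0144). *Id3* fell by 2.71 (standard error 0.15) and *Bmp4*, a ligand of the BMP pathway, by 2.44 (standard error 0.24). Under epithelial cell differentiation 7 of 8 measured genes fell, under epithelium development 12 of 15 and under cell adhesion 18 of 21, and the rest did not pass. All 8, 15 and 21 fell when adjusted over the list alone. The study chose the lists on these samples, so these counts and the camera results of the lists are not independent evidence of the direction. Falls in the adhesion list include those of the receptor phosphatase *Ptprf* (1.83), the receptor *Antxr1* (1.67) and the immunoglobulin-like genes *Mpzl2* (2.43) and *Mpzl3* (1.12). By camera the lists lay lower than other genes, with adjusted p between 1.7e-13 and 7.6e-30, and with adjusted p between 0.0157 and 0.0433 with an estimated correlation. In the fits that left out 1 array, 3, 6 and 8 genes of the 3 lists passed every time, and *Ppl*, *Id3* and *Bmp4* are among them, while *Krt14* passed in 3 of 6.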

Some downregulated genes were also associated with positive regulation of cell death.

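Table S3 lists 7 genes under positive regulation of cell death, and all 7 had higher mean values in long-term EMT cells. Of these, 4 rose at the threshold, and *Casp14*, a caspase of cornifying keratinocytes, rose the most after *Mmp9*, by 2.51 on the log2 scale (standard error 0.27, adjusted p = 0.0104 from limma). *Tgfb2* and *Bmp7*, both ligands of the TGF-β family, are the other ones. *Ercc6*, *Arhgef7* and *Ppp1r13b* did not pass, with log2 fold changes of 0.80, 0.62 and 0.61 (adjusted p = 0.0637, 0.105 and 0.0976). All 7 were higher when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Of 17 measured apoptosis genes in a list fixed beforehand, none passed with limma, and 1 was lower when adjusted over the list alone. This was *Fas*, which was also lower at an unadjusted p under 0.05 with limma and with the t-test on log2 values. *Apaf1* was higher with an adjusted p of 0.026 from limma over all probe sets, but its fold of 1.42 was under the threshold. The list was not shifted (camera adjusted p = 0.379, mean log2 fold change -0.15). It mixes genes that promote apoptosis with inhibitors of it (*Bcl2*, *Bcl2l1*, *Mcl1* and *Birc3*). A shift of the whole list therefore cannot tell whether positive regulators of cell death fell. Without control replicate 1 none of the 17 genes passed either, and their mean log2 fold change was -0.01. *Bmp7* passed whichever array was left out, and *Tgfb2* and *Casp14* in 2 of the 6 fits.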

### Identification of a monocyte/macrophage gene cluster induced in long-term EMT cells

We used the BioGPS database to compare the expression of the 515 induced EMT genes in both mesenchymal cells (NIH3T3 and Mouse Embryonic Fibroblasts), and different types of immune cells. As expected, a large cluster of genes was enriched in fibroblasts (Figure 3). In addition, we found another cluster of 123 genes that was significantly enriched in monocyte-derived macrophages, mast cells, and DCs of a myeloid type, but not in B cells, T cells, other type of DCs, or granulocytes.

**Figure 3:**
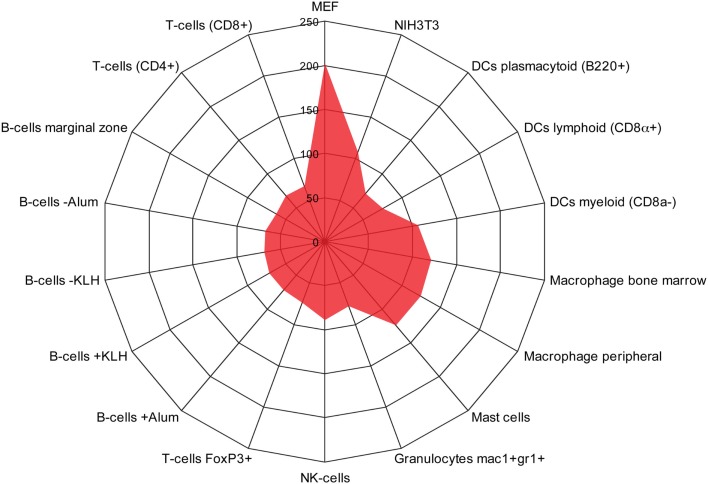
**Identification of a monocyte/macrophage cluster in long-term EMT cells**. Radar chart showing the number of genes upregulated in long-term EMT cells and enriched in mesenchymal cells [NIH3T3 and mouse embryonic fibroblasts (MEF)] or various types of immune cells. The highest number of genes was found in MEFs (202) followed by macrophages (bone marrow: 124, peripheral: 121), mast cells (124), NIH3T3 cells (108), and dendritic cells myeloid (106). Other immune cells had lower numbers that pended between 63 and 89. Thus, in addition to mesenchymal properties, properties of monocyte-derived cells were enriched in long-term EMT cells.

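Genes of the monocyte/macrophage cluster were moderately higher in long-term EMT cells. Of the 27 cluster genes that the paper names in its text, 25 were measured. Their log2 fold changes lay between 0.60 and 2.27 with a median of 1.15. *Msi1*, *Wnt1*, *Sipa1* and *Cdyl2* were counted among these genes. The paper names them where it links cluster genes to stemness, without stating plainly that each belongs to the cluster. At the threshold 18 of the 25 genes rose and 7 did not pass. All 25 were higher when adjusted over the list alone, which is not independent evidence, because the study chose the genes as induced in these samples. *Fcer1g*, the signaling chain of Fc receptors, rose 4.82-fold (log2 fold change 2.27, standard error 0.16, adjusted p = 0.00274 from limma, n = 3 per group), from a mean log2 value of 4.67 near the background level to 6.94. *Stab1*, the scavenger receptor stabilin 1, rose 4.81-fold, from 5.33 to 7.59. The cluster genes lay higher than other genes by camera (adjusted p = 2.19e-27, and adjusted p = 0.0142 with an estimated correlation). Since the study chose them as induced, this is not independent evidence either. When 1 array at a time was left out, *Cdyl2*, *Cnnm4*, *Cotl1*, *Fcer1g*, *Gab2* and *Stab1* passed every time.

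**Figure D3:**
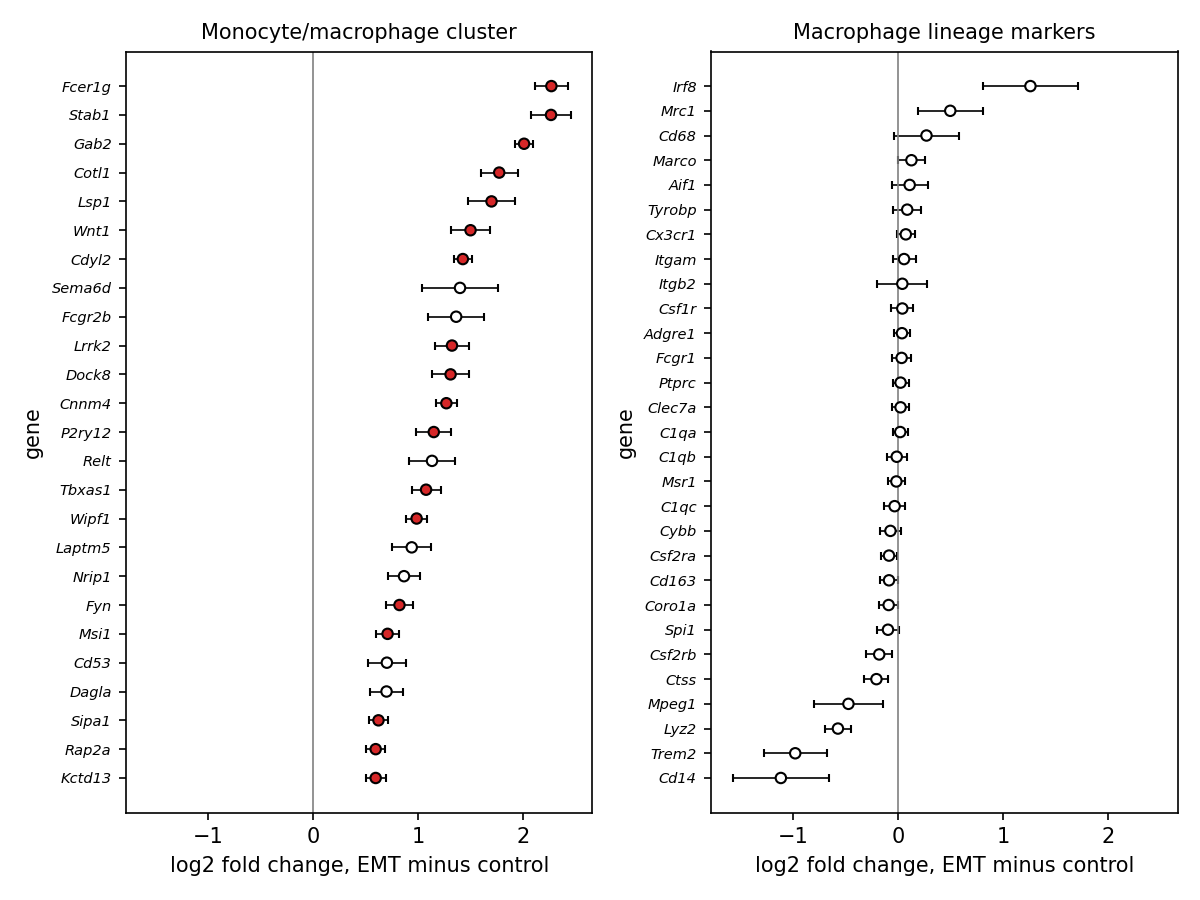
Log2 fold change of each gene, long-term EMT minus control (n = 3 per group), with its standard error, for the 25 measured cluster genes (left) and the 29 macrophage lineage markers (right). Filled points passed the test. All 25 cluster genes lie above 0, and no lineage marker passed.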

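None of 29 macrophage lineage markers in a list fixed beforehand passed with limma, over all probe sets or over the list alone (camera adjusted p = 0.379, mean -0.05, median 0.02). At an unadjusted p under 0.05 with a fold above 1.5 limma gave 1 higher (*Irf8*) and 2 lower (*Cd14* and *Trem2*), and the t-test on log2 values gave 0. Leukocyte common antigen (*Ptprc*) was at 4.76 in control and 4.78 in long-term EMT cells, the receptor *Csf1r* at 4.85 and 4.89, and *Adgre1*, *Lyz2* and *Tyrobp* lay at or below 4.43 in both groups. Of the 29 markers, 13 were not above the background level in either group. *Cd68* was well above it, at 8.65 and 8.92 (log2 fold change 0.27, standard error 0.31, adjusted p = 0.8), and *Irf8* had a log2 fold change of 1.26 (standard error 0.46, adjusted p = 0.297). Nor did any of 13 dendritic cell, 11 mast cell, 9 granulocyte, 14 lymphocyte or 12 endothelial markers pass, over all probe sets or over each list alone (camera adjusted p = 0.308, 0.572, 0.821, 0.438 and 0.405), and at an unadjusted p under 0.05 with a fold above 1.5 both tests gave 0 as well. The endothelial list leaves out *Cdh5*, which is among the EMT-related genes that rose. The comparison with BioGPS and the cluster genes that the text does not name were not analysed here. From the enrichment of the induced genes in monocyte-derived cells, the paper concludes that properties of such cells were enriched in long-term EMT cells in addition to mesenchymal ones.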

The largest pool of genes in this monocyte/macrophage cluster encodes plasma membrane proteins. Some of these, such as *Cd53*, *Gab2*, *Glipr1*, *Laptm5*, *Lsp1*, and *Rap2a* were enriched in different types of monocyte-derived cells (macrophages, mast cells, and myeloid DCs) (Table 1). 

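*Gab2*, a scaffolding adapter of growth factor signaling, rose 4.03-fold in long-term EMT cells, from a mean log2 value of 7.43 ± 0.12 (SD, n = 3) to 9.44 ± 0.03 (SD, n = 3), with a log2 fold change of 2.01 (standard error 0.09, adjusted p = 0.00104 from limma). *Lsp1*, which binds actin in leukocytes, rose 3.25-fold (log2 fold change 1.70, standard error 0.22, adjusted p = 0.0193). *Rap2a*, a small GTPase, rose 1.51-fold (log2 fold change 0.60, standard error 0.09, adjusted p = 0.0326). *Laptm5*, a lysosomal membrane protein of blood cells, had a log2 fold change of 0.94 (standard error 0.18, adjusted p = 0.0663). The tetraspanin gene *Cd53* had one of 0.70 (standard error 0.18, adjusted p = 0.145), from 4.03 in control cells, below the background level, to 4.73. For each of these 5 genes the 3 long-term EMT arrays lay above the 3 control arrays. *Lsp1* and *Rap2a* passed in 1 of the 6 fits that left out 1 array.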

Others, such as *Cnnm4*, *Kctd13*, *Fyn*, *Dag1a*, and *Sema6d* were more restrictively enriched in some of the cell types. 

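*Cnnm4*, a gene of magnesium transport, rose 2.41-fold in long-term EMT cells (log2 fold change 1.27, standard error 0.10, adjusted p = 0.00469 from limma, n = 3 per group). The Src family kinase gene *Fyn* rose 1.77-fold (log2 fold change 0.82, standard error 0.13, adjusted p = 0.033). *Kctd13* rose by 0.60 on the log2 scale (standard error 0.09, adjusted p = 0.034), close to the fold threshold. *Sema6d*, a transmembrane semaphorin, had a log2 fold change of 1.40 (standard error 0.37, adjusted p = 0.147), with control values of 7.19, 6.45 and 5.66. *Dagla*, a diacylglycerol lipase gene, had one of 0.70 (standard error 0.15, adjusted p = 0.0954). Left-out arrays mattered, with *Fyn* passing in 1 and *Kctd13* in 0 of 6 such fits, and *Sema6d* passing without control replicate 1 (log2 fold change 1.78, adjusted p = 0.0245, in a range of 0.0245 to 0.391 over the alternatives).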

A similar type of variation in enrichment between different genes and different type of immune cells was seen for the second and third largest sets of genes, which encode nuclear and cytosolic proteins, respectively. Western blot analysis was performed to validate changes in gene expression for one gene from each of the groups encoding plasma membrane (*Lsp1*), cytosol (*Dock8*), and cytoskeletal (*Cotl1*) proteins (Figure S3 in Supplementary Material).

**Table 1:** **List of genes induced by >1.5-fold in long-term EpRas EMT cells and enriched in human myeloid cells**.

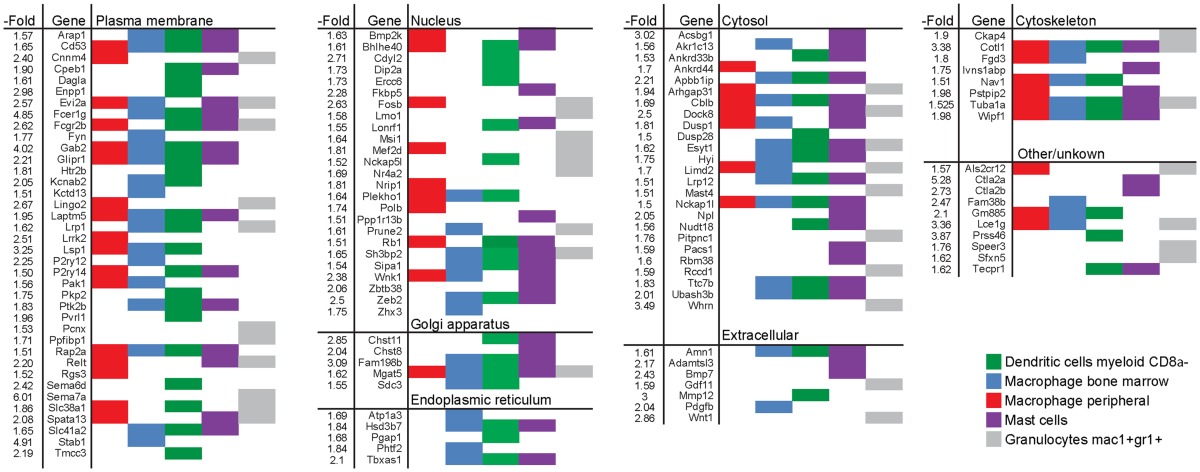

### Monocyte/macrophage gene cluster is linked to EMT in human breast cancer

Next, we performed studies to determine whether the monocyte/macrophage gene cluster, which we found was induced in long-term EMT cells, could be linked to EMT in human breast cancer cells and tumors. For this, we took advantage of published microarray-based datasets available through the EMBL-EBI database. First, we compared the expression levels of genes within the monocyte/macrophage cluster in 51 human breast cancer cell lines. We found that the average expression of the genes was significantly (*P* ≤ 0.001) higher in cell lines that displayed features of EMT, compared to non-EMT cell lines (Figure 4A). In addition, we compared the expression of the gene cluster in breast cancer cell lines previously classified as Basal B, Basal A, or Luminal cells (15). In these earlier studies, it was found while luminal breast cancer cells appeared most differentiated, Basal cells were less differentiated. In particular, Basal B cells were found to display EMT features. We found that the monocyte/macrophage gene cluster was significantly more expressed in cells classified in Basal B compared to Luminal or Basal A cell lines (*P* ≤ 0.01) (Figure 4B).

**Figure 4:**
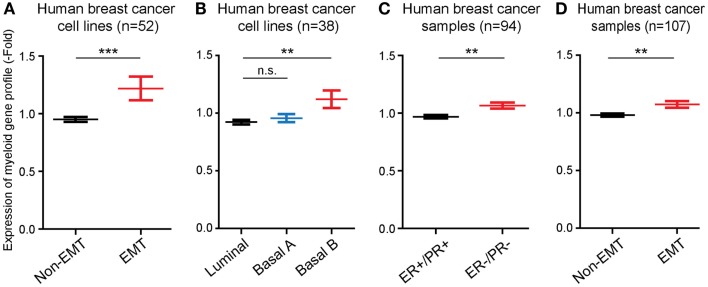
**The EMT-induced monocyte/macrophage cluster is linked to EMT in human breast cancer**. **(A,B)** Bar graphs showing that the average expression level of the EMT-induced monocyte/macrophage cluster was increased in human breast cancer cell lines displaying EMT vs. non-EMT properties, and in basal B cells compared to luminal and basal A cells. **(C,D)** Bar graphs showing that the average expression level of the EMT-induced monocyte/macrophage cluster was increased in human breast cancer samples negative for estrogen and progesterone receptors (ER−/PR−) compared to ER+/PR+ tumors, and in tumors displaying EMT vs. non-EMT properties.

Finally, we also compared the expression of the EMT-induced monocyte/macrophage gene cluster in samples of human breast cancer. The gene cluster was significantly more expressed (*P* ≤ 0.01) in estrogen receptor and progesterone receptor negative tumors (ER−/PR−), which are classified as the most aggressive and least differentiated breast tumors (16), compared to ER+/PR+ tumors (Figure 4C), as well as in EMT tumors compared to non-EMT tumors (*P* ≤ 0.01) (Figure 4D).

## Discussion

We tested the hypothesis that breast cancer cells that are reprogramed through TGF-β1-induced EMT acquire properties of immune cells. To study this, we performed microarray-based gene profiling of tumor cells that had been allowed to adopt an EMT program for 14 days. In addition to the expected mesenchymal traits that were induced in EMT cells, we identified a gene cluster, which is enriched in monocyte-derived immune cells including macrophages, mast cells, and myeloid DCs.

Compared to most previous studies of gene expression changes during TGF-β1-induced EMT, which have focused on the first 24–72 h (17, 18), we decided to profile tumor cells that had been allowed to adopt an EMT phenotype for 14 days. There were several reasons behind this approach. First, since the *early phase* of TGF-β1-induced EMT is paralleled by growth inhibitory and apoptotic responses (19), we figured that many gene expression changes observed during this phase might not be primarily related to the EMT response. However, with time, growth inhibitory and apoptotic responses are released while EMT proceeds (20, 21). Thus, we figured that profiling the *late phase* of EMT might give valuable information about the transcriptional changes involved in reprograming tumor epithelial cells into mesenchymal cells. In comparison, reprograming of differentiated mouse and human cells into pluripotent stem cells takes weeks, rather than days (22, 23). Second, since recent results show that tumor cells maintaining an EMT profile in the circulation are the most capable ones in forming distant metastasis (10), we speculated that cells capable of maintaining EMT for a sustained period might display properties that could be important for later steps of the metastatic process including intra- and extravasation.

As expected, cluster analysis showed that known epithelial genes and cell adhesion molecules were the most downregulated in long-term EMT cells. In addition, genes encoding positive regulators of apoptosis were downregulated. We find this interesting since EMT has been linked to survival and resistance to apoptotic stimuli in breast cancer (24). In contrast, master regulators of EMT including *Snai1*, *Snai2*, and *Twist1* were not upregulated in long-term EMT cells, but peaked at earlier time points. Among known EMT inducers only *Zeb2*, which encodes Smad-interacting protein-1 (*Sip1*) (25, 26), was upregulated in long-term EMT cells. This was somewhat surprising given the fact that these EMT inducers are known to be rapidly induced and vital for the induction of EMT (7, 27–33). However, other results show that after the induction of EMT, the expression of EMT inducers, such as *Snai1*, declines to almost baseline levels (34).

Together with our data, this suggests that while *Snail1* and other EMT-inducing factors are critical for the early phase of EMT, other mechanisms come into play at later stages of EMT, as cells are reprogramed into mesenchymal cells. Such mechanisms are likely to play important roles in maintaining cells in an EMT state but might also provide EMT cells with properties used at later stages of the metastatic process. In line with this, we found that several of the most upregulated genes in long-term EMT cells including *Tnc*, *Mmp9*, *Jag1*, and *Ret*, are known to promote breast cancer metastasis (35–38).

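*Mmp9*, a secreted metalloprotease, rose 12.0-fold in long-term EMT cells, from a mean log2 value of 8.61 ± 1.22 (SD, n = 3) to 12.2 ± 0.23 (SD, n = 3), with a log2 fold change of 3.59 (standard error 0.57, adjusted p = 0.0354 from limma). The extracellular matrix gene *Tnc* (tenascin C) rose 9.62-fold, from 9.03 ± 0.29 (SD, n = 3) to 12.3 ± 0.09 (SD, n = 3), with a log2 fold change of 3.27 (standard error 0.15, adjusted p = 0.0012). *Ret* rose 9.38-fold (log2 fold change 3.23, standard error 0.22, adjusted p = 0.00274) and the Notch ligand *Jag1* rose 9.27-fold (log2 fold change 3.21, standard error 0.21, adjusted p = 0.00249). Metalloproteases and their inhibitors moved in both directions. Of 23 measured, *Mmp9* included, 8 rose, 3 fell and 12 did not pass (10 higher and 3 lower when adjusted over the list alone). *Adamts6*, *Adam19* and *Adamts14* rose by 2.78, 2.25 and 2.15 on the log2 scale, while the inhibitor *Timp3* fell by 2.85 (standard error 0.36) and *Adamts5* by 2.37 (standard error 0.28). The list lay higher than other genes by camera (adjusted p = 0.0113, and adjusted p = 0.261 with an estimated correlation). Without long-term EMT replicate 1 it no longer passed (mean log2 fold change 0.54, adjusted p = 0.0594). *Mmp9* was at 10.01 in control replicate 1 against 7.99 and 7.82 in the others, and it passed in 1 of the 6 fits that left out 1 array, that without control replicate 1, with a log2 fold change of 4.29 (adjusted p = 0.000868, in a range of 0.000868 to 0.15 over the alternatives).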

The monocyte/macrophage cluster, which we identified, contains genes encoding proteins with variable intracellular localization and molecular function. Some of these proteins have been linked to cancer cell invasion, migration, and metastasis. For example, *Fyn* encodes a member of the Src family of protein kinases that are critical for macrophage migration (39), which promotes invasion and migration in breast cancer (40). 

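Further cluster genes that the paper's text names had these values in long-term EMT cells. *Cotl1*, an actin-binding protein, rose 3.42-fold (log2 fold change 1.77, standard error 0.18, adjusted p = 0.00775 from limma, n = 3 per group). *Lrrk2*, a large kinase, rose by 1.32 on the log2 scale (standard error 0.16, adjusted p = 0.0144), and its second probe set, at a mean of 4.03, did not pass. *Dock8* rose by 1.31 (standard error 0.17, adjusted p = 0.0203). The purinergic receptor gene *P2ry12* rose by 1.15 (standard error 0.17, adjusted p = 0.0264), *Tbxas1*, thromboxane A synthase, by 1.08 (standard error 0.14, adjusted p = 0.0178), and *Wipf1*, which binds the actin regulator WASP, by 0.99 (standard error 0.10, adjusted p = 0.00779). *Fcgr2b*, an inhibitory Fc receptor, had a log2 fold change of 1.36 (standard error 0.27, adjusted p = 0.0679), *Relt* one of 1.13 (standard error 0.22, adjusted p = 0.0613) and *Nrip1* one of 0.87 (standard error 0.15, adjusted p = 0.0512), and these 3 did not pass. In each of the 9 genes all long-term EMT arrays lay above all control arrays. Of the 6 that passed, *Wipf1* did so in 5, *Lrrk2* in 3 and *Dock8*, *P2ry12* and *Tbxas1* in 2 of the 6 fits that left out 1 array. *Fcgr2b* passed without control replicate 1 (adjusted p = 0.0491) and without long-term EMT replicate 3 (adjusted p = 0.0483), in a range of 0.0365 to 0.253 over the alternatives, and *Nrip1* passed without control replicate 1 (adjusted p = 0.0158, in a range of 0.0158 to 0.205).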

*Enpp1* encodes an ecto-nucleotide pyrophosphatase/phosphodiesterase (ENPP), which is expressed in osteoclasts, and which promotes calcification of bone (41), and facilitates breast cancer metastasis to the bone (42). Both *Fyn* and *Enpp1* have been linked to resistance to tamoxifen treatment (43, 44). *Gab2*, which encodes a scaffolding adapter protein known to regulate EGF receptor signaling through ERK, is critical for the phagocytic function of macrophages (45), and was recently shown to promote breast cancer invasion and metastasis (46). *Glipr1*, which encodes glioma pathogenesis-related protein-1, has been linked to macrophage differentiation (47), and the invasive potential of melanoma cells (48).

Other genes within the monocyte/macrophage cluster have known roles in immune cells, but have been less studied in cancer. *Cd53* encodes a tetraspanin protein, which is among the most induced genes in macrophages exposed to lipopolysaccharide (49); *Fcer1g* encodes a high affinity receptor for IgE, which is critical for activation of mast cells and plays a key role in allergic inflammation (50). *Lrrk2*, which encodes leucine-rich repeat kinase 2, may play a role in monocyte maturation and variants of this gene is associated with an increased risk of both Parkinson’s and Crohn’s disease (51–53). *P2ry12* encodes a purinergic G protein-coupled receptor, which promotes macrophage chemotaxis and microglial activation (54, 55). *Relt* and *Nrip1*, which encode a member of the tumor necrosis factor receptor superfamily, and nuclear receptor-interacting protein-1, respectively, are both involved in activating NF-KappaB (56, 57). *Tbxas1*, *Dock8*, and *Wipf1*, which encode thromboxane A synthase 1, dedicator of cytokinesis 8, and WAS/WASL-interacting protein family member 1, respectively, are expressed in myeloid DCs and important for their polarization and migration (58–60). Some of the genes, such as *Fcgr2b*, which encodes the cell surface protein CD32; *Lsp1*, which encodes the lymphocyte-specific protein-1; and *Stab1*, which encodes the scavenger receptor Stabilin-1/CLEVER-1, are known to regulate monocyte/macrophage migration and endothelial cell interactions (61–63).

Interestingly, some of the genes in the monocyte/macrophage cluster have been linked to cellular stemness. 

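*Cd44* was highly expressed in both groups, at a mean log2 value of 10.62 ± 0.07 (SD, n = 3) in control and 10.42 ± 0.12 (SD, n = 3) in long-term EMT cells (log2 fold change -0.20, standard error 0.09, adjusted p = 0.432 from limma). *Prom1*, which encodes CD133, lay near the background level, at 4.74 ± 0.08 (SD, n = 3) and 5.07 ± 0.18 (SD, n = 3), with a log2 fold change of 0.33 (standard error 0.11, adjusted p = 0.267). Its second probe set did not pass either, with a log2 fold change of 0.10 (adjusted p = 0.657).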

In our microarray data, genes encoding cancer stem cell markers, such as CD44 and CD133, were not significantly upregulated. However, other genes known to regulate cellular stemness were induced. 

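*Wnt1* rose at least 2.83-fold in long-term EMT cells, from a mean log2 value of 4.19 ± 0.17 (SD, n = 3), below the background level, to 5.69 ± 0.33 (SD, n = 3), with a log2 fold change of 1.50 as a lower bound (standard error 0.18, adjusted p = 0.0146 from limma). *Cdyl2*, a chromodomain protein, rose 2.69-fold (log2 fold change 1.43, standard error 0.09, adjusted p = 0.00186). *Msi1*, an RNA-binding protein, rose 1.64-fold (log2 fold change 0.71, standard error 0.11, adjusted p = 0.0322) and *Sipa1*, a Rap1 GTPase-activating protein, 1.54-fold (log2 fold change 0.62, standard error 0.09, adjusted p = 0.0293). Of the 6 stem cell genes that the paper names, these 4 rose, also when adjusted over the list alone, and as 4 of them were picked as induced in these samples, this is not independent evidence. The list lay higher than other genes by camera (adjusted p = 4.52e-05, and adjusted p = 0.0898 with an estimated correlation). The camera result is not independent evidence either. *Cdyl2* passed whichever array was left out, *Wnt1* in 4 of the 6 fits, and *Msi1* and *Sipa1* in 0.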

*Msi1*, which encodes Musashi1, an RNA binding protein, and *Wnt1*, are both master regulators of self-renewal in multiple stem cell populations (64, 65). *Sipa1* encodes a Rap1 GTPase-activating protein essential for proliferative control of hematopoietic progenitors (66). Upregulation of *Cdyl2* has been found in CD133-positive stem cells (67). Further studies are warranted to elucidate whether any of these genes contribute with stem cell properties to EMT cells.

In summary, our results indicate that tumor cells undergoing EMT in response to TGF-β1 do not simply turn into typical mesenchymal cells, such as fibroblasts. Rather, they acquire features of immune cells, in particular hematopoietic cells derived from myeloid precursors. The increased expression of genes in the monocyte/macrophage cluster in more aggressive breast cancer cell lines and tumors (EMT+, Basal B+, and ER−PR−) indicate that these genes might play roles in breast cancer metastasis. Clearly, further studies are needed to analyze the role of genes within the monocyte/macrophage cluster in providing cancer EMT cells with invasive and migratory properties. Such studies will include loss- and gain-of-function experiments to determine to the role of genes in providing EMT cells with the capacity to perform different steps of the metastatic process.

## Author Contributions

Study concept and design: Joel Johansson, Vedrana Tabor, Jonas Fuxe; acquisition and analysis of data: Joel Johansson, Vedrana Tabor, Anna Wikell, Jonas Fuxe; drafting of the manuscript: Joel Johansson, Vedrana Tabor, Jonas Fuxe; and funding: Jonas Fuxe; study supervision: Jonas Fuxe.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at http://www.frontiersin.org/Journal/10.3389/fonc.2015.00003/abstract

Click here for additional data file.

# Supplementary material for: TGF-β1-Induced Epithelial–Mesenchymal Transition Promotes Monocyte/Macrophage Properties in Breast Cancer Cells
**Source:** Front Oncol. 2015 Jan 26;5:3. doi: 10.3389/fonc.2015.00003
**Supplement:** Supplementary file 1

## **Supplemental Information**

# **TGF- $\beta$ 1-induced epithelial-mesenchymal transition promotes monocyte/macrophage properties in breast cancer cells**

**Joel Johansson, Vedrana Tabor, Anna Wikell, Sirpa Jalkanen and Jonas Fuxe**

### **Inventory of Supplemental Information**

**Pages 2-4: Table S1**

**Page 5-7: Table S2**

**Page 8: Table S3**

**Page 9: Figure S1**

**Page 10: Figure S2**

**Page 11: Figure S3**

**Table S1. List of top 100 upregulated genes during TGF- $\beta$ 1-induced EMT in EpRAS cells**

| Fold    | Chromosome | Public ID    | Gene Symbol |
|---------|------------|--------------|-------------|
| 15.9588 | chr1       | NM_027551    | Klhl30      |
| 15.3873 | chrX       | NM_026838    | Srpx2       |
| 13.0456 | chr1       | NM_011267    | Rgs16       |
| 10.5218 | chr3       | NM_026335    | Lce1h       |
| 10.182  | chr5       | NM_178730    | Tmprss11f   |
| 9.5058  | chr4       | NM_011607    | Tnc         |
| 9.3808  | chr2       | NM_013599    | Mmp9        |
| 9.1422  | chr2       | NM_013822    | Jag1        |
| 9.1364  | chr5       | NM_007786    | Csn3        |
| 9.1235  | chr6       | NM_001080780 | Ret         |
| 8.288   | chr14      | NM_177628    | Fam167a     |
| 8.1363  | chr15      | NM_009865    | Cdh10       |
| 8.0032  | chr5       | NM_027793    | Amtn        |
| 7.5913  | chr11      | NM_016780    | Itgb3       |
| 6.8203  | chr6       | NM_025331    | Gng11       |
| 6.7676  | chr13      | NM_001081020 | Adamts6     |
| 6.6353  | chr11      | NM_011340    | Serpinf1    |
| 6.6326  | chr15      | NM_008216    | Has2        |
| 6.075   | chr8       | NM_009868    | Cdh5        |
| 6.0085  | chr9       | NM_011352    | Sema7a      |
| 5.9972  | chr19      | NM_009985    | Ctsw        |
| 5.6153  | chr1       | NM_172845    | Adamts4     |
| 5.5327  | chr11      | NM_152818    | Osbp2       |
| 5.4967  | chr10      | NM_009809    | Casp14      |
| 5.275   | chr13      | NM_007796    | Ctla2a      |
| 5.2136  | chr9       | NM_001172123 | Rbms3       |
| 5.1904  | chr14      | NM_053105    | Klhl1       |
| 5.1594  | chr8       | NM_008289    | Hsd11b2     |
| 5.1111  | chr15      | NM_018865    | Wisp1       |
| 4.9109  | chr14      | NM_138672    | Stab1       |
| 4.8458  | chr1       | NM_010185    | Fcer1g      |
| 4.7704  | chr3       | NM_177346    | Gpr149      |
| 4.7208  | chr11      | NM_009616    | Adam19      |
| 4.6424  | chr2       | NM_011824    | Grem1       |
| 4.6057  | chrX       | NM_001024141 | Nxf3        |
| 4.6051  | chr7       | NM_177469    | Gpr123      |
| 4.4336  | chr10      | NM_001081127 | Adamts14    |
| 4.3824  | chr5       | NM_146162    | Tmem119     |

|        |       |              |          |
|--------|-------|--------------|----------|
| 4.2672 | chr18 | NM_001039485 | Fam38b   |
| 4.2173 | chr4  | NM_021436    | Tmeff1   |
| 4.0186 | chr7  | NM_010248    | Gab2     |
| 4.0173 | chr5  | NM_001177579 | Gm10471  |
| 3.9935 | chr17 | NM_021332    | Glp1r    |
| 3.9656 | chr13 | NM_008396    | Itga2    |
| 3.9514 | chr6  | NM_001012477 | Cxcl12   |
| 3.8717 | chr9  | NM_183103    | Prss46   |
| 3.8706 | chr13 | NM_010104    | Edn1     |
| 3.8405 | chr3  | NM_019978    | Dcl1     |
| 3.8235 | chr5  | NM_001177579 | Gm10471  |
| 3.7993 | chr3  | NM_029667    | Lce1i    |
| 3.7971 | chr9  | NM_001003911 | Adamts7  |
| 3.7808 | chr14 | NM_013492    | Clu      |
| 3.713  | chr8  | NM_018827    | Crlf1    |
| 3.7035 | chr13 | NM_011097    | Pitx1    |
| 3.6808 | chr7  | NM_008350    | Il11     |
| 3.6361 | chr10 | NM_028709    | Btbd11   |
| 3.538  | chr8  | NM_172911    | D8Ert82e |
| 3.4882 | chr4  | NM_001008791 | Whrn     |
| 3.4503 | chr5  | NM_001134299 | Gm10220  |
| 3.4498 | chr16 | NM_009655    | Alcam    |
| 3.4489 | chr18 | NM_001039485 | Fam38b   |
| 3.4297 | chr2  | NM_007389    | Chrna1   |
| 3.4058 | chr10 | NM_010217    | Ctgf     |
| 3.3806 | chr19 | NM_030703    | Cpn1     |
| 3.3787 | chr8  | NM_028071    | Cotl1    |
| 3.3585 | chr3  | NM_025413    | Lce1g    |
| 3.3538 | chr4  | NM_029035    | Spsb1    |
| 3.3382 | chr15 | NM_027496    | Ankrd33b |
| 3.3356 | chr1  | NM_008485    | Lamc2    |
| 3.3012 | chr6  | NM_008970    | Pthlh    |
| 3.2721 | chr9  | NM_028030    | Rbpms2   |
| 3.2493 | chr7  | NM_019391    | Lsp1     |
| 3.248  | chr3  | NM_010298    | Glr1b    |
| 3.2217 | chr2  | NM_022883    | Lpin3    |
| 3.2119 | chr18 | NM_028341    | Ttc39c   |
| 3.161  | chr6  | NM_013458    | Add2     |
| 3.1505 | chr12 | NM_007483    | Rhob     |
| 3.1426 | chr7  | NM_177448    | Mogat2   |
| 3.1268 | chr11 | NM_029658    | Fam101b  |
| 3.088  | chr3  | NM_133187    | Fam198b  |

|        |       |              |          |
|--------|-------|--------------|----------|
| 3.0725 | chr13 | NM_001177371 | Dbn1     |
| 3.03   | chr1  | NM_173395    | Fam132b  |
| 3.0176 | chr9  | NM_053178    | Acsbg1   |
| 3.0088 | chr2  | NM_198029    | Fermt1   |
| 2.9953 | chr9  | NM_008605    | Mmp12    |
| 2.9775 | chr10 | NM_008813    | Enpp1    |
| 2.9392 | chr1  | NM_001025602 | Il1rl1   |
| 2.9368 | chr4  | NM_019753    | Cdh17    |
| 2.9032 | chr16 | NM_021496    | Pvrl3    |
| 2.8796 | chr7  | NM_001193305 | Mical2   |
| 2.8632 | chr15 | NM_021279    | Wnt1     |
| 2.8546 | chr10 | NM_021439    | Chst11   |
| 2.8456 | chr7  | NM_009519    | Wnt11    |
| 2.8084 | chr1  | NM_175460    | Nmnat2   |
| 2.7951 | chr9  | NM_173781    | Rab6b    |
| 2.7724 | chr5  | NM_008871    | Serpine1 |
| 2.7648 | chr1  | NM_001114663 | Plcl1    |
| 2.7645 | chr2  | NM_145535    | Sdcbp2   |
| 2.732  | chr19 | NM_026619    | Gsto2    |
| 2.7264 | chr13 | NM_007797    | Ctla2b   |

**Table S2. List of top 100 downregulated genes during TGF- $\beta$ 1-induced EMT in EpRAS cells**

| Fold    | Chromosome | Public ID          | Gene Symbol |
|---------|------------|--------------------|-------------|
| -3.6436 | chr2       | NM_008008          | Fgf7        |
| -3.7191 | chr6       | NM_175314          | Adamts9     |
| -3.7244 | chr6       | NM_175314          | Adamts9     |
| -3.7444 | chr2       | NM_008714          | Notch1      |
| -3.7539 | chr6       | NM_153778          | Atoh8       |
| -3.8052 | chr8       | NM_008706          | Nqo1        |
| -3.8133 | chr1       | NM_011459          | Serpib8     |
| -3.8161 | chr6       | NM_175314          | Adamts9     |
| -3.8371 | chr7       | NM_022420          | Gprc5b      |
| -3.8572 | chr7       | NM_009434          | Phlda2      |
| -3.8667 | chr17      | NM_011723          | Xdh         |
| -3.9181 | chr7       | NM_011464          | Spint2      |
| -3.9452 | chr17      | NM_010137          | Epas1       |
| -3.9469 | chr7       | NM_001164201       | Lass3       |
| -3.9667 | chr11      | NM_027984          | Epn3        |
| -3.9782 | chr11      | NM_008744          | Ntn1        |
| -4.0085 | chr4       | NM_030014          | Hook1       |
| -4.022  | chr4       | NM_172868          | Palm2       |
| -4.0529 | chr7       | NM_027897          | Rhpn2       |
| -4.0689 | chr6       | NM_022024          | Gmfg        |
| -4.0821 | chr9       | BC120577           | Fam83b      |
| -4.0831 | chr4       | NM_080555          | Ppap2b      |
| -4.1005 | chr6       | NM_198604          | Plekhg6     |
| -4.1006 | chr16      | NM_173379          | Leprel1     |
| -4.1346 | chr9       | NM_001040426       | Thsd4       |
| -4.2334 | chr4       | ENSMUST00000107600 | Akap2       |
| -4.2734 | chr12      | NM_001163136       | Macc1       |
| -4.2748 | chr7       | NM_028021          | Myh14       |
| -4.303  | chr15      | NM_033073          | Krt7        |
| -4.3437 | chr16      | NM_010143          | Ephb3       |
| -4.3836 | chr4       | NM_001017427       | Rasaf       |
| -4.3861 | chr18      | NM_001146299       | Sh3rf2      |
| -4.4805 | chr11      | NM_008425          | Kcnj2       |
| -4.4894 | chr11      | NM_016958          | Krt14       |
| -4.6208 | chr10      | NM_008635          | Mtap7       |
| -4.7037 | chrX       | NM_010200          | Fgf13       |
| -4.8634 | chr2       | NM_016873          | Wisp2       |
| -4.8993 | chr10      | NM_026405          | Rab32       |

|          |       |              |          |
|----------|-------|--------------|----------|
| -4.9729  | chr15 | NM_010738    | Ly6a     |
| -5.0119  | chr12 | NM_013464    | Ahr      |
| -5.039   | chr6  | NM_181344    | C1rl     |
| -5.0445  | chr7  | NM_023908    | Slco3a1  |
| -5.0908  | chr19 | NM_181404    | Kank1    |
| -5.1425  | chr16 | NM_011782    | Adamts5  |
| -5.2577  | chr14 | NM_007554    | Bmp4     |
| -5.3148  | chr8  | NM_008630    | Mt2      |
| -5.3193  | chr9  | NM_007962    | Mpzl2    |
| -5.374   | chr5  | NM_008009    | Fgfbp1   |
| -5.4317  | chr13 | NM_001038602 | Marveld2 |
| -5.6666  | chr11 | NM_011333    | Ccl2     |
| -5.7867  | chr2  | NM_010495    | Id1      |
| -5.805   | chr6  | NM_001113356 | C1rb     |
| -5.9721  | chr1  | NM_009061    | Rgs2     |
| -6.1705  | chr18 | NM_001001488 | Atp8b1   |
| -6.4023  | chr13 | NM_024272    | Ssbp2    |
| -6.4282  | chr13 | NM_177809    | Slc25a48 |
| -6.5417  | chr4  | NM_008321    | Id3      |
| -6.6183  | chr10 | NM_011595    | Timp3    |
| -6.6649  | chr10 | NM_172393    | Aim1     |
| -6.6986  | chr1  | NM_144796    | Susd4    |
| -6.727   | chr1  | NM_001003948 | Pid1     |
| -6.7377  | chr6  | NM_017379    | Tuba8    |
| -6.8462  | chr13 | NM_008046    | Fst      |
| -7.0755  | chr6  | NM_011375    | St3gal5  |
| -7.1081  | chr10 | NM_009933    | Col6a1   |
| -7.1249  | chr15 | NM_009640    | Angpt1   |
| -7.298   | chr6  | NM_007472    | Aqp1     |
| -7.3041  | chr14 | NM_053115    | Acox2    |
| -7.4229  | chr2  | NM_001159564 | Itgb6    |
| -7.4386  | chr7  | NM_017405    | Lsr      |
| -7.5349  | chr15 | NM_001164627 | Arhgap8  |
| -7.9053  | chr2  | NM_053195    | Slc24a3  |
| -8.0256  | chr7  | NM_017465    | Sult2b1  |
| -8.1023  | chr2  | NM_015736    | Galnt3   |
| -8.5537  | chr14 | NM_201529    | Lmo7     |
| -9.066   | chr15 | NM_026496    | Grhl2    |
| -9.5488  | chr13 | NM_008756    | Ocln     |
| -9.6006  | chr11 | NM_175263    | Notum    |
| -9.89    | chr7  | NM_133712    | Klk10    |
| -10.7227 | chr1  | NM_016851    | Irf6     |

|          |       |              |          |
|----------|-------|--------------|----------|
| -10.7295 | chr6  | NM_145826    | Il17re   |
| -10.7998 | chr6  | NM_198884    | B4galnt3 |
| -11.0256 | chr5  | NM_001161548 | Tmem184a |
| -11.1407 | chr9  | NM_001110300 | Ap1m2    |
| -11.5339 | chr2  | NM_011414    | Slpi     |
| -12.8803 | chr17 | NM_009994    | Cyp1b1   |
| -14.7566 | chr16 | NM_008909    | Ppl      |
| -14.8874 | chr11 | NM_016887    | Cldn7    |
| -14.9431 | chr17 | NM_008532    | Epcam    |
| -16.2461 | chr9  | NM_011176    | St14     |
| -16.4002 | chr12 | NM_010496    | Id2      |
| -16.4373 | chr4  | NM_025452    | Tmem54   |
| -18.2239 | chr8  | NM_008430    | Kcnk1    |
| -19.0288 | chr2  | NM_010762    | Mal      |
| -19.6451 | chr15 | NM_145469    | Nipal2   |
| -31.9854 | chr1  | NM_009257    | Serpinb5 |
| -35.9066 | chr8  | NM_009864    | Cdh1     |
| -42.5296 | chr4  | NM_194055    | Esrp1    |
| -52.6139 | chr6  | NM_020047    | Tacstd2  |
| -59.6688 | chr3  | NM_016899    | Rab25    |

**Table S3: Clustering of genes upregulated or downregulated according to cellular function.**

| Term                                                 | Genes                                                                                                                                                                                                                                                   |
|------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Upregulated</b>                                   |                                                                                                                                                                                                                                                         |
| GO:0048762~mesenchymal cell differentiation          | Acvr1, Edn1, Rdh10, Ednra, Zeb2, Ret, Efnb1                                                                                                                                                                                                             |
| GO:0016477~cell migration                            | Vegfa, Tgfb2, Ppard, Pvr, Cxcl12, AI836758, Nav1, Hbegf, Ret, Pdgfb, Fcer1g, Fyn, Acvr1, Nr4a2, Tns1, Gab2, Zeb2, Efnb1                                                                                                                                 |
| GO:0006928~cell motion                               | Tgfb2, Vegfa, Ephb1, Ppard, AI836758, Hbegf, Ret, Fcer1g, Fyn, Robo1, Acvr1, Gab2, Zeb2, Alcam, Etv4, Pvr, Cxcl12, Nav1, Pdgfb, Atp1a3, Nr4a2, Tns1, Bmp7, Efnb                                                                                         |
| GO:0022610~biological adhesion                       | Tgfb2, Lamb3, Pvr11, Itga7, Stab1, Igsf5, Ppard, Itga5, Tnc, Pvr13, Col16a1, Ncam1, Col7a1, Ret, Col5a3, Cdh23, Rhob, Alcam, Pvr, Pcdhb18, Amtn, Adam12, Lamc2, Cdh5, Wisp1, Zyx, Itga2, Cdh10, 5830467P10Rik, Plekhc1, Itgb3, Cdh17, Mcam, Pkp2, Cyr61 |
| GO:0008284~positive regulation of cell proliferation | Vegfa, Tgfb2, Ppard, Pdgfa, Vegfc, Hbegf, Pdgfb, Edn1, Vash2, Pthlh, Clu, Il11                                                                                                                                                                          |
| GO:0007010~cytoskeleton organization                 | Nuak2, Dbn1, Tnnt2, Pdgfa, Tmsb4x, Mtap1s, Nav1, Tsr2, Pdgfb, Fhod3, 2310039E09Rik, Lsp1, Mtap1b, Pstpip2, Pdlim7, Tagln                                                                                                                                |
| <b>Downregulated</b>                                 |                                                                                                                                                                                                                                                         |
| GO:0030855~epithelial cell differentiation           | Krt14, Ppl, Notch1, A130010J15Rik, Crb3, Esr1, Id1, Id3, Fzd1                                                                                                                                                                                           |
| GO:0060429~epithelium development                    | Krt14, Notch1, A130010J15Rik, Crb3, Serpinb5, Id1, Nrpl, Eya1, Dlc1, Ppl, Bmp4, Celsr1, Esr1, Cobl, Id3, Fzd1,                                                                                                                                          |
| GO:0007155~cell adhesion                             | Gpnmb, Cdon, Wisp2, Pkp3, Ctnnal1, Nrpl, Cldn7, Col6a1, Mpzl3, Ptpfr, Pcdh9, Dlc1, Perp, Antxr1, Cdh1, Ly9, Mpzl2, Amigo2, Cadml, Celsr1, Itgb6, Kitl, Aebp1                                                                                            |
| GO:0010942~positive regulation of cell death         | Tgfb2, Ppp1r13b, Ercc6, Mmp9, Casp14, Arhgef7, Bmp7                                                                                                                                                                                                     |

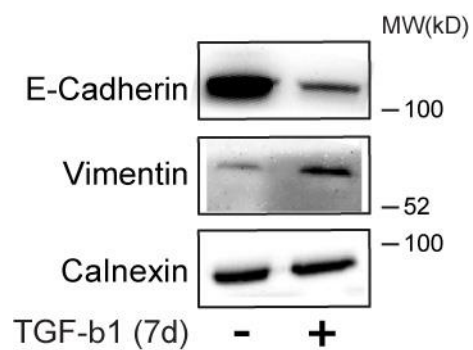**Figure S1**

**Figure S1. Western blot analysis on cells treated 7 days with 2ng/ml TGF-β1.** Immunoblotting showing decreased levels of E-Cadherin and increased levels of Vimentin after 7 days of TGF-β1 exposure. Calnexin was used as a loading control.

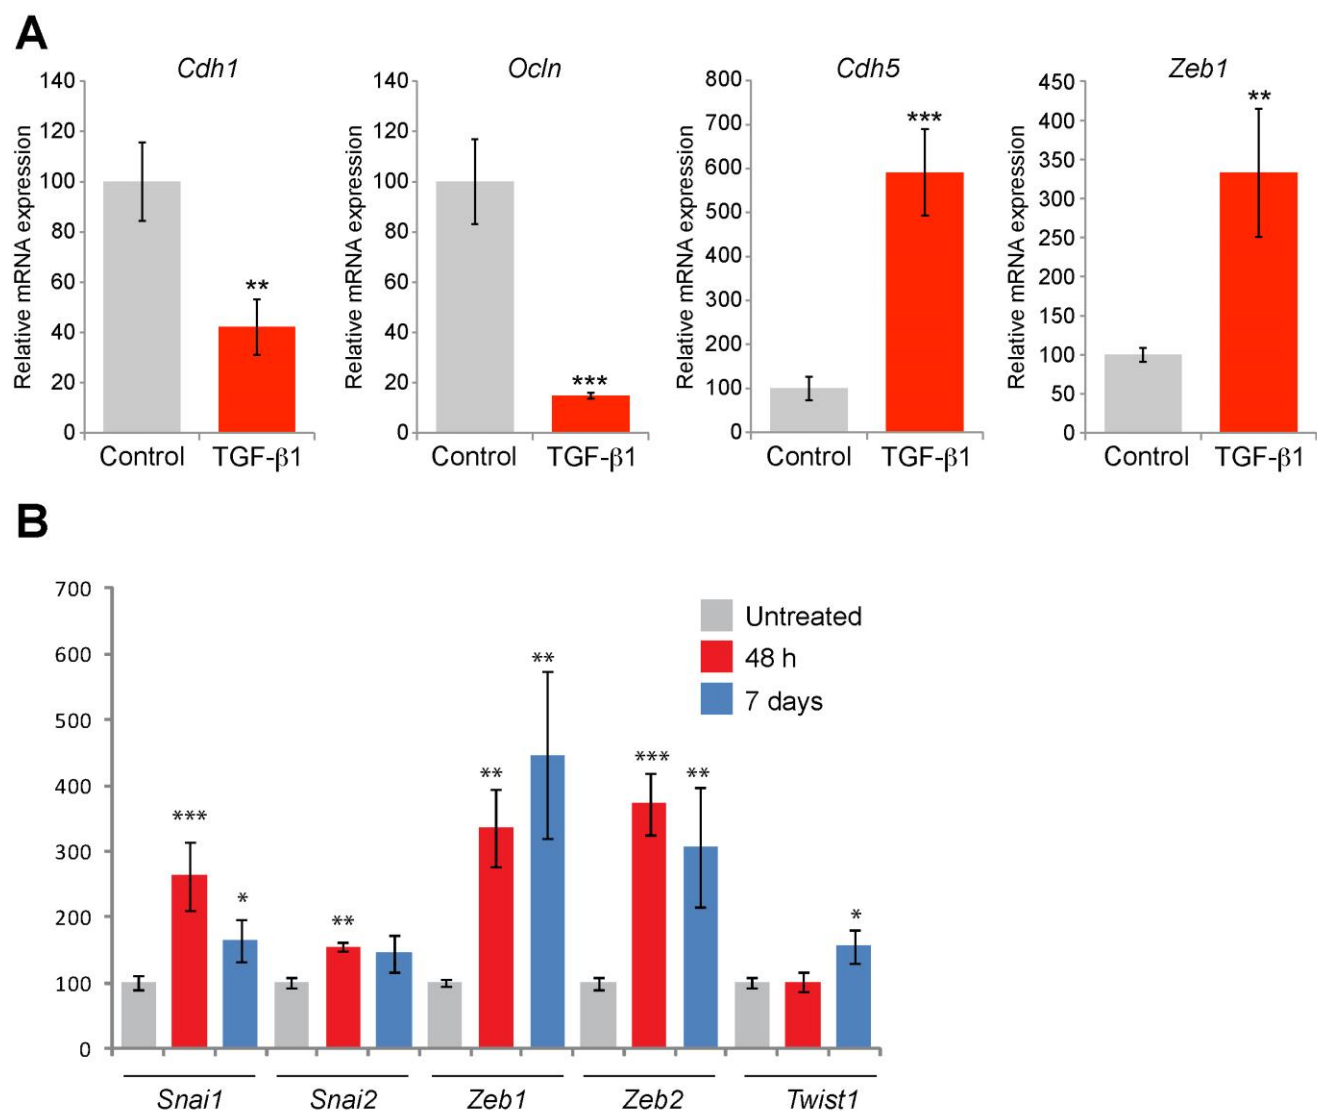

**Figure S2**

**Figure S2. (A)** Validation of microarray data by qPCR. Results from qPCR analysis showing changes in gene expression of two epithelial markers: *Cdh1*, *Ocln*; and two mesenchymal markers: *Cdh5*, *Zeb1*. (B) Results from qPCR analysis showing changes in gene expression of master regulators of EMT at 48 h and 7 d after TGF-β1 treatment. \* =  $P \leq 0.05$ ; \*\* =  $P \leq 0.01$ ; \*\*\* =  $P \leq 0.001$

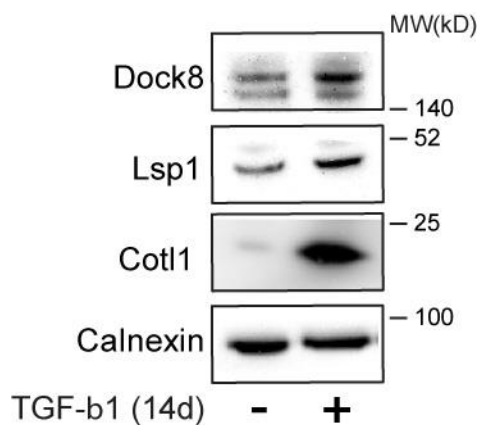**Figure S3**

**Figure S3. Validation of monocyte/macrophage profile by Western Blot.** Results from western blot analysis showing changes in protein expression of Dock8, Lsp1 and Cotl1, three genes belonging to the monocyte/macrophage profile, after 14 days of TGF-β1 treatment. Calnexin was used as a loading control.

How the deposited data were processed for this re-analysis (not part of the article)

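The data are from 6 arrays, 3 of untreated EpRas cells (control) and 3 of EpRas cells kept in 2 ng/ml of TGF-β1 for 14 days (long-term EMT). They are Affymetrix MoGene-1_1-st-v1 arrays, with 150 ng of RNA and 1 array per sample. The authors made the log2 values with the Robust Multi-array Average in Affymetrix Expression Console, of which no version is given, and deposited them with 2 decimals for 35556 probe sets. These values were used as deposited, with no further normalization. Control probe sets are not marked in the deposited annotation, so that all 35556 probe sets were fitted. Of these, 21218 have 1 gene symbol in the annotation used here, 1881 have several and 12457 have none. Probe sets without a gene symbol count in the totals, and the genes behind them were not analysed here.

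Long-term EMT and control arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all probe sets. A probe set passed at an adjusted p under 0.05 and a fold above 1.5, and "rose" and "fell" refer to these. All p-values of single genes are from this fit. No replicate number was used as a block, since the paper's text names none. Each of the 18820 genes with a probe set of its own was read from the probe set with the highest mean, and probe sets with several symbols named no gene. The samples are described as triplicates. The paper's statistics section states 3 independent experiments in triplicate for its data in general and does not say whether this covers the arrays, so that the p-values measure the spread between samples, which can be technical. The number of arrays limits the precision. On simulated data of the same size, 57 of 100 probe sets with a 2-fold change and 92 of 100 with a 4-fold change were recovered, with 1 false call among 35356 unchanged probe sets. The simulation changed 200 probe sets, while 683 passed in the real data, so these figures may not carry over to the real arrays.

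Gene lists were tested with camera (limma, correlation preset at 0.01, at least 5 measured members, two-sided), with Benjamini-Hochberg adjustment over 39 lists. Of these, 24 were shifted, and 15 remained so with an estimated correlation. The 9 that did not are the epithelial junctions, the epithelial regulators, the TGF-β, metalloprotease, cell cycle, interferon, hypoxia, stem cell and cornified envelope lists. Of the 15 that remained, only the BMP target list was not taken from the paper. The study chose the others as changed on these samples, so their camera results are not independent evidence of the direction. The lists cover epithelial junctions, epithelial regulators and serine proteases, keratins, mesenchymal markers, collagens, integrins, metalloproteases, TGF-β targets, BMP targets, cell cycle, interferon response, hypoxia, cholesterol synthesis, luminal and milk genes, cornified envelope genes, apoptosis, markers of macrophages, dendritic cells, mast cells, granulocytes, lymphocytes and endothelial cells, the genes that the paper's text names, and the lists of Table S3. Spelling slips in Table S3 and in the text were corrected to the nearest gene symbol.

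The genes named in the text are those that the paper names for these arrays, the 10 largest rises and 10 largest falls among the probe sets that passed with all long-term EMT arrays beyond all control arrays, and up to 4 members per list with the largest change among those that passed. This rule, the lists, the test and the alternatives were set before the data were examined, but after the folds of Tables S1 and S2 and of Table 1 had been seen in the paper. It gave 122 measured genes, 91 of which passed. Other list members are named as examples, chosen after their values were seen. The background level is the 95th percentile of the means of 1006 olfactory receptor probe sets.

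Folds of Tables S1 and S2 were compared with the ratio of the group means of unlogged values, matched on gene symbol, then on the accession that the table gives, then on an older symbol. The order of this matching was set after a first match by older symbols had put 1 gene on a wrong probe set. The alternatives were other tests and adjustments, a trended and robust variance prior, treat, other fold thresholds, a replicate block, quantile normalization again, equal array medians, dim probe sets left out, other ways to read genes with several probe sets, other background percentiles and leaving out each array. A t-test on unlogged values, a count of each gene symbol once, the counts of list members and named genes at an unadjusted p, and camera with an estimated correlation without control replicate 1 were added after the data were examined. Table 1 of the paper, its BioGPS comparison, q-PCR, western blots and human datasets were not analysed here.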

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

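The tests of explanations for the interferon genes and for control replicate 1, camera with an estimated correlation without that array, and the unadjusted counts of lists were chosen only after the result was seen, and the count over other splits of the arrays was planned.

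The following gene lists lie outside what the paper discusses and were shifted between long-term EMT and control cells by camera. The TGF-β pathway and target list had a mean log2 fold change of 0.36 (adjusted p = 0.00355, and adjusted p = 0.359 with an estimated correlation, which was 0.032 without control replicate 1). The BMP target list had a mean of -1.10 (adjusted p = 5.22e-10, and adjusted p = 0.0157 with an estimated correlation). The cell cycle list had a mean of -0.25 (adjusted p = 1.3e-05, and adjusted p = 0.273 with an estimated correlation), and 0 of its 16 genes passed with limma over all probe sets, over the list alone, or at an unadjusted p under 0.05 with a fold above 1.5 by limma or the t-test on log2 values. The interferon response list had a mean of -2.03 (adjusted p = 1.47e-09, and adjusted p = 0.304 with an estimated correlation). The hypoxia and glycolysis list had a mean of -0.35 (adjusted p = 0.0108, and adjusted p = 0.553 with an estimated correlation), which was -0.10 (adjusted p = 0.354) without control replicate 1 and -0.17 (adjusted p = 0.118) without long-term EMT replicate 3. None of its 16 genes passed with limma over all probe sets, and 1 was higher when adjusted over the list alone, while at an unadjusted p under 0.05 with a fold above 1.5 limma gave 1 higher and 2 lower and the t-test on log2 values 1 higher. The cornified envelope list had a mean of 0.78 (adjusted p = 0.00242, and adjusted p = 0.0628 with an estimated correlation).

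Of 18 interferon response genes, only *Ifit2* fell at the threshold (log2 fold change -0.99, standard error 0.16, adjusted p = 0.0369). *Ifit2* passed in 1 of the 6 fits that left out 1 array, that without control replicate 1, and not under the replicate block. When adjusted over the list alone, 9 genes were lower. In control replicate 1 the list lay a median of 2.53 above the other controls, with 17 of 18 genes more than 1 log2 unit higher. Control replicate 1 as the whole source of the fall is argued against by the fit without it, where 9 genes fell and the mean was -1.19 (camera adjusted p = 7.68e-16, and adjusted p = 0.0301 with an estimated correlation, against 0.304 with all arrays). Whether control replicate 1 holds long-term EMT cells was not decided. Its place between the other controls (0) and long-term EMT cells (1) had a median of 0.0162 over the 954 probe sets that passed without it. This median pools probe sets that go both ways (quartiles -0.38 and 0.32). In that array the epithelial junction genes lay a median of 0.66 above the other controls, away from long-term EMT cells. The EMT-related genes that the paper names as higher, with *Ret*, lay 0.59 above them, toward long-term EMT cells. A first test, that over 90% of the probe sets lie nearer to the controls, came to 83.4% and was replaced after that value was seen. Immune cells in the culture of control replicate 1 are argued against by their markers, of which 6 of 65 (9.23%) were more than 1 log2 unit higher there. These are *Cd14*, *Cd74*, *Irf8*, *Ltf*, *Mpeg1* and *S100a8*. A difference in culture or handling of that sample stays open, and no biological explanation was tested, since the design gives none.

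The real split of the arrays gave 683 probe sets that passed and the highest of the other splits gave 0, so that 1 of 10 splits gave as many, and 10 splits are too few for a share under 0.05.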

How the results depend on the processing

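The tests of named genes and of lists without adjustment and the t-test on unlogged values were chosen only after the data were examined. Beside 353 higher and 330 lower probe sets, the t-test on log2 values gave 638 and 688 at an unadjusted p of 0.05, and 43 and 26 with adjustment. At an unadjusted p limma gave 785 and 915, treat gave 51 and 84, a fold above 2 gave 194 and 226, and the t-test on unlogged values gave 634 and 497, or 512 and 439 with a gene symbol. With each gene symbol counted once, limma gave 282 and 282, a count added after the data were examined. Leaving out 1 array gave 107 (without long-term EMT replicate 2) to 472 (without control replicate 1) higher and 98 to 482 lower probe sets, for the same arrays. Of the named genes 91 passed, and between 39 and 88 with the same arrays left out. Fewer arrays leave fewer degrees of freedom, and beyond that the cause was not tested. Counts stayed within 1.5 times under the variance prior, both normalizations, the filter on dim probe sets, no fold threshold, 1 probe set per gene and the replicate block. The replicate block gave 256 higher and 278 lower probe sets, of which 210 and 217 also passed without it, and 72 named genes. Whether arrays with the same replicate number are pairs cannot be told from so few arrays. The deviations of same-numbered control and long-term EMT arrays from their group means had correlations across probe sets of 0.19, 0.02 and 0.25, all positive. For arrays with different numbers these correlations lay between -0.27 and 0.14. Control replicate 2 correlated more with long-term EMT replicate 3 (0.14) than with long-term EMT replicate 2. Of 39 gene lists 24 were shifted under the block, both normalizations, the filter on dim probe sets (38 lists) and the mean of a gene's probe sets, 23 without control replicate 1 and without long-term EMT replicates 1 or 3, 15 with an estimated correlation, and 19 with an estimated correlation without control replicate 1, which was added after the data were examined and where the junction, epithelial regulator, TGF-β and interferon lists passed as well. The background level was 4.24 at the 90th and 5.09 at the 99th percentile, which limits what can be said of dim genes. None of the named genes and lists that passed changed direction under the alternatives run for them, which leave out treat, the other fold thresholds and the adjusted t-test.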

Differences from the paper's values

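The t-test on unlogged values, the count of each gene symbol once and the unadjusted tests of named genes and of Table S3 in this part were chosen only after the values were seen.

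The paper's counts are 515 higher and 463 lower genes, at a P of 0.05 or less and a fold above 1.5, and the text names no adjustment for the arrays. Here, with adjustment, 353 and 330 probe sets passed, within 1.5 times of the paper's counts, but with each gene symbol counted once these are 282 and 282 genes, which are not. A fit with 1 probe set per gene gave 360 and 388 genes. Nearer to the paper's counts came 472 and 482 probe sets without control replicate 1, of which 482 is the nearest count for the lower genes. Nearest for the higher genes came the t-test on unlogged values without adjustment. It gave 512 and 439 probe sets with a gene symbol, of 634 and 497 in all. That test was chosen after seeing the values and drops 0 of the 90 and 95 matched entries of Tables S1 and S2. On the log2 values the t-test without adjustment gave 638 and 688 probe sets. Of the other alternatives set before the data were examined, quantile normalization again, dim probe sets left out and no fold threshold came within 1.5 times of both of the paper's counts. The trended and robust variance prior, equal array medians and leaving out control replicate 3 did so for the lower genes alone. The replicate block, leaving out any other array, the adjusted t-test, treat and a fold above 2 gave counts more than 1.5 times lower than the paper's, and limma without adjustment gave 785 and 915. The folds of both tables are ratios of unlogged means. On that scale all 90 matched entries of Table S1 and 94 of the 95 of Table S2 lie within 1% of the paper's. The exception is 1 of the 2 entries matched to *Pakap*, which has -4.23 here, and the other lies within 1%.

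In its main text the paper names as changed 9 genes that did not pass here, *Alcam*, *Cav2*, *Cd53*, *Dagla*, *Fcgr2b*, *Laptm5*, *Nrip1*, *Relt* and *Sema6d*. All 9 have the paper's direction and pass without adjustment by limma, the t-test on log2 values and the t-test on unlogged values. *Fcgr2b*, *Laptm5*, *Nrip1* and *Relt* also pass with dim probe sets left out. *Cav2*, *Fcgr2b*, *Laptm5*, *Nrip1* and *Relt* pass with the mean of a gene's probe sets. Each of these 5 genes has 1 probe set, so that averaging leaves its values unchanged. *Alcam*, *Fcgr2b*, *Nrip1* and *Sema6d* pass without control replicate 1, *Fcgr2b* without long-term EMT replicate 3 and *Nrip1* under the replicate block. Of the matched entries of Table S1, 14 did not pass, and of those of Table S2, 2 (*Ccl2* and *Phlda2*). Without adjustment limma and the t-test on unlogged values pass all 16 and the t-test on log2 values 15, while 11 pass without control replicate 1, 5 under the replicate block, 3 with dim probe sets left out and 1 each with the trended and robust variance prior, quantile normalization again, without control replicate 3 and without long-term EMT replicate 1. Of 109 measured genes of Table S3, 79 passed and 30 did not. Without adjustment limma passes 27 of the 30, all but *Nav1*, *Tns1* and *Tsr2*, the t-test on log2 values 25 and the t-test on unlogged values 28, while 16 pass without control replicate 1, 13 with the mean of a gene's probe sets, 8 with dim probe sets left out, 3 each with equal array medians and without control replicate 3, 2 under the replicate block and 1 each with the trended and robust variance prior and without long-term EMT replicate 1.

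The paper places genes of positive regulation of cell death among the lower genes. All 7 such genes of Table S3 were higher here, 4 of them past the threshold, with a mean log2 fold change of 1.55. In its Discussion the paper names *Zeb2* alone as a higher EMT inducer, while its Results name *Zeb1* too, which also rose here (log2 fold change 0.74). *Tsr2*, which Table S3 lists among the induced genes, had a log2 fold change of -0.01. Genes that passed here with a ratio of unlogged means beyond the smallest fold of the table, but are not listed in it by their symbols, number 5 for Table S1 and 22 for Table S2. The largest ratios by value are 11.7 for *Gzmd* and -54.8, -32.0 and -26.9 for *Mal2*, *Inmt* and *Lbp*. *Mal2* and *Inmt* ended below the background level, at 3.97 and 4.22, so that the size of their falls is a lower bound and their order is open. By the t-test on unlogged values without adjustment, a test chosen after the values were seen, 3 of the 5 and 21 of the 22 do not pass, while *Pate14*, *Tmem268* and *Kdf1* do.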

Other observations

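The tests of explanations for the cluster genes and lineage markers and for *Vim*, *Fn1* and *Cdh2*, and the unadjusted counts of lists, were chosen only after the result was seen.

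Most BMP targets that passed were lower in long-term EMT cells. Of the 14 genes of the list, 8 fell, *Grem1*, a secreted BMP antagonist, rose by 2.24 on the log2 scale (standard error 0.18, adjusted p = 0.00494) and 5 did not pass, with the same counts when adjusted over the list alone. *Id2* fell by 4.11 (standard error 0.28, adjusted p = 0.00274), the deepest fall of the list. The transcription factor *Atoh8* fell by 1.95 (standard error 0.22), the inhibitory Smad gene *Smad6* by 1.19 (standard error 0.10), *Hey1* by 0.83 (standard error 0.07) and *Id4* by 0.76 (standard error 0.11). Whichever array was left out, *Bmp4*, *Grem1*, *Hey1*, *Id1*, *Id2*, *Id3* and *Smad6* passed. Outside the list, the BMP ligand gene *Bmp7* and the receptor gene *Acvr1* rose, the latter by 0.63 (standard error 0.08, adjusted p = 0.017). Among TGF-β targets 4 of 21 rose and 17 did not pass (7 higher and 1 lower when adjusted over the list alone), with *Il11* at 1.92 (standard error 0.27), *Ccn2* at 1.79 (standard error 0.18), *Tgfb2* at 1.41 and *Pmepa1* at 0.86 (standard error 0.12), and none of the 4 passed whichever array was left out.

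Of 17 genes of the cornified envelope, 5 rose and 12 did not pass (7 higher when adjusted over the list alone). They are *Lce1h*, *Casp14*, *Lce1e* (1.34, standard error 0.18), *Lce1f* (1.13, standard error 0.13) and *Lce1c* (1.04, standard error 0.09), and *Lce1c*, which started below the background level, so that its rise is a lower bound, passed whichever array was left out. Of 12 luminal and milk genes, *Csn3* rose, *Esr1* fell and 10 did not pass (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.339). *Lcn2* had a log2 fold change of -5.11 with a standard error of 1.20 (adjusted p = 0.112). Of 13 cholesterol synthesis genes 0 passed with limma over all probe sets or over the list alone, and 0 at an unadjusted p under 0.05 with a fold above 1.5 by limma or the t-test on log2 values (camera adjusted p = 0.701).

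All 25 measured cluster genes had higher means in long-term EMT cells, while no macrophage lineage marker passed the test. Macrophages in the long-term EMT cultures are argued against, as 1 of the 29 lineage markers (3.45%), *Irf8*, had a log2 fold change above 0.5, and *Ptprc*, *Csf1r*, *Adgre1*, *Tyrobp* and *Lyz2*, which macrophages express at high levels, stayed near the background level. Why the cluster genes were higher stays open. Of the lineage list, which holds no cluster gene, 16 genes lie above the background level, and the cluster genes were picked by the study as induced in these arrays.

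*Vim*, *Fn1* and *Cdh2*, general markers of mesenchymal cells, did not pass, and *Vim* and *Fn1* had control means of 13.1 and 12.8. For these 2 genes saturation of bright probe sets cannot be told apart from a lack of change, since of 255 probe sets at least as bright as *Fn1*, 0 were called higher by limma and the largest absolute log2 fold change was 0.28. For *Cdh2* saturation is argued against, since 9 of the 2212 probe sets at least as bright were called higher. The spread that control replicate 1 adds is argued against for *Cdh2* too, as its log2 fold change was 0.21 without it (adjusted p = 0.462). The high expression of *Vim* and *Fn1* already in untreated EpRas cells was not tested apart from saturation. All these values are of RNA, while the rise of vimentin that the paper reports by western blot is of protein, which the arrays do not test.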
